# A *cis*-element at the *Rorc* locus regulates the development of type 3 innate lymphoid cells

**DOI:** 10.3389/fimmu.2023.1105145

**Published:** 2023-03-09

**Authors:** Dehui Chang, Hao Zhang, Jing Ge, Qi Xing, Xinyi Guo, Xiaohu Wang, Chen Dong

**Keywords:** ILC3s, RORγt, CNS9, cis-element, plasticity

## Abstract

**Background:**

As an important early source of IL-17A and IL-22 in immune responses, type 3 innate lymphoid cells (ILC3s) are critically regulated by the transcription factor retinoic-acid-receptor-related orphan receptor gamma t (RORγt). Previously, we have identified a crucial role of the conserved non-coding sequence 9 (CNS9), located at +5,802 to +7,963 bp of the *Rorc* gene, in directing T helper 17 differentiation and related autoimmune disease. However, whether *cis*-acting elements regulate RORγt expression in ILC3s is unknown.

**Results:**

Here we show that CNS9 deficiency in mice not only decreases ILC3 signature gene expression and increases ILC1-gene expression features in total ILC3s, but also leads to generation of a distinct CD4^+^NKp46^+^ ILC3 population, though the overall numbers and frequencies of RORγt^+^ ILC3s are not affected. Mechanistically, CNS9 deficiency selectively decreases RORγt expression in ILC3s, which thus alters ILC3 gene expression features and promotes cell-intrinsic generation of CD4^+^NKp46^+^ ILC3 subset.

**Conclusion:**

Our study thus identifies CNS9 as an essential *cis*-regulatory element controlling the lineage stability and plasticity of ILC3s through modulating expression levels of RORγt protein.

## Introduction

Innate lymphoid cells (ILCs), important in defense against invading pathogens at the mucosal surface, contain three major subpopulations depending on their distinct gene expression patterns. Group 3 ILCs (ILC3s), similar to T helper 17 (Th17) cells, express transcription factor RORγt and secrete interleukin-17A (IL-17A) and/or IL-22 (1, 2). ILC3s play important roles in controlling extracellular bacteria and fungi, as well as tissue repair following mucosal barrier damage (3).

ILC3s are generally divided into three major subsets in mice, based on expression of chemokine receptor CCR6 and natural cytotoxicity receptor NKp46. CCR6^+^(NKp46^-^) ILC3s include lymphoid tissue inducer (LTi) and LTi-like cells, are heterogenous in CD4 expression, which are indispensable for lymphoid tissue formation (4). CCR6^+^(NKp46^-^) ILC3s have been reported to facilitate CD4^+^/CD8^+^ T cells in anti-tumor response (5). NKp46^+^(CCR6^-^) ILC3s are pathogenic in anti-CD40-induced innate colitis model, through recruiting inflammatory monocytes (6). However, the role of CCR6^-^NKp46^-^ double-negative ILC3s has not been extensively characterized. Intestinal NKp46^+^(CCR6^-^) ILC3s, developed from NKp46^-^CCR6^-^ ILC3s upon up-regulating T-bet expression, have mixed features of both ILC3s and ILC1s, with expression of NKp46, T-bet and interferon γ (IFN-γ), and can convert to ILC1-like cell or even ILC1s (7–11). ILC3s are thus highly plastic, readily in response to continuously changing microenvironments.

As the lineage-specific transcription factor of both Th17 cells and ILC3s, RORγt (encoded by *Rorc*) is essential for their development and effector functions. Conserved non-coding sequences (CNSs) are regulatory *cis*-acting elements critically controlling gene expression *via* interaction with various *trans*-acting factors. A number of CNSs have been identified at the *Rorc* locus. CNS9 and CNS6 are required for IL-6-STAT3 and TGF-β-SMAD&c-MAF signaling, respectively (12). Interestingly, deletion of CNS6 or CNS9 did not affect the development of γδT cells or ILC3s. Therefore, the *cis*-regulatory mechanisms controlling *Rorc* transcription in ILC3s remain unclear. Comparative transposase-accessible chromatin using sequencing (ATAC-seq) and RNA-seq analysis revealed many potentially active *cis*-elements in ILCs (13), but none of them have been functionally and genetically analyzed.

In this study, we discovered that CNS9 deficiency altered ILC3 features in intestine, associated with increased ILC1 but decreased ILC3 signature gene expression. Moreover, loss of CNS9 reduced RORγt expression at per cell level and causes induction of specific CD4^+^NKp46^+^ ILC3 subset that is not found in healthy WT mice. Our results thus indicate that *cis*-regulatory element CNS9 is important in maintaining the lineage stability or development of ILC3s.

## Materials and methods

### Mice

C57BL/6J and CD45.1^+^ mice were obtained from Jackson Laboratory, and were crossed to generate CD45.1^+^CD45.2^+^ mice. CNS9-deficient mice were generated on C57BL/6J background by using CRISPR-Cas9 system in our previous study (12). RORγt^GFP^ mice were generated by the laboratory of Prof. Dan R. Littman (4).

All mice were housed in specific pathogen-free (SPF) conditions and in isolated ventilated cages in the animal facility at Tsinghua University, which has been accredited by AAALAC (Association for Assessment and Accreditation of Laboratory Animal Care International). All the animal protocols used in this study has been approved by IACUC (Institutional Animal Care and Use Committee) of Tsinghua University. All mice used in this study were at 6-15 weeks, age and sex matched.

### Isolation of immune cells

Lamina propria lymphocytes (LPLs) were isolated from small intestine or large intestine. The intestine was collected by removing mesenteric lymph nodes and Peyer’s patches and cut into 2-3 cm pieces longitudinally, then digested at 37°C for 30 mins in RPMI 1640 medium containing 5 mM EDTA, 20 mM HEPES, 1 mM DTT and Penicillin/Streptomycin. The tissues were washed twice using RPMI 1640 medium containing 2mM EDTA, 20mM HEPES and Penicillin/Streptomycin. The remaining tissues were chopped into small pieces and digested in digestion buffer (RPMI 1640 medium with 20 mM HEPES, 0.5 mg/ml collagenase D, 1 mg/ml Dispase and 2 mg/ml DNase I and Penicillin/Streptomycin) at 37°C for 30 min. Then the tissues were meshed through 100 μm cell strainer for cells suspension. LPLs were obtained from the interface of 70% and 40% Percoll after centrifuging at 2500 rpm, 25°C for 30 min.

Spleen, mesenteric and inguinal lymph nodes were taken out, ground and passed through 100 μm cell strainer (spleen needed additional lysing to remove red blood cells).

### *C. rodentium* infection model

Mice were fasted for 7-8 hours and then orally gavaged with 2*10^9^ CFU *C. rodentium*/mouse. The body weight and fecal bacterial load were monitored. If indicated, the mice were sacrificed and intestinal LPLs were analyzed 8 days post-infection.

### *Ex vivo* stimulation

To measure IFN-γ expression, ILC3s were stimulated at 37°C for 4 hours with 25 ng/ml IL-12, 50 ng/ml IL-15 and 5 ng/ml IL-23 in the presence of GolgiStop™. While for measuring IL-22 and IL-17A, cells were stimulated at 37°C for 4 hours with 5 ng/ml IL-23 in the presence of GolgiStop™. As specifically indicated, IL-22 production in **Figure S2B** was measured with IL-12 and IL-15 stimulation.

### Generation of RORγt overexpression chimeric mice

On day 0, bone marrow cells were isolated from CNS9-deficient mice, depleted red blood cells and then cultured in 6-well plates (4×10^6^ cell for each well) in RPMI 1640 medium (20 ng/mL IL-3, 50 ng/mL IL-6 and 50 ng/mL SCF with Penicillin/Streptomycin) at 37°C in a CO_2_ incubator. On day 2, polybrene was added into the cell mixture at a final concentration of 8 μg/mL. Bone marrow cells were infected with RVKM control or RVKM-RORγt retrovirus, centrifuged at 1800 rpm for 2 hours at 35°C. This infection was repeated on day 3. On day 4, the virus infected GFP^+^ bone marrow cells were sorted, and then intravenously injected into lethally irradiated (2 rounds of 5Gy irradiation, an interval of 2 hours) CD45.1^+^ recipient mice at 2 x 10^6^/mouse. Seven weeks later, the recipient mice were sacrificed and analyzed.

### Antibiotic treatment

CNS9-deficient mice were treated with antibiotics (ampicillin: 1 g/L, vancomycin: 500 mg/L, neomycin: 1 mg/mL and metronidazole: 1 mg/mL) starting from 3 to 6 weeks old. The antibiotics were supplied in drinking water and changed every two days to keep fresh.

### ScRNA-seq library construction and data processing

ILC3 (CD45^mid^ CD3^-^ CD90.2^high^) cells were sorted from small intestine LPLs using flow cytometry. Single-cell RNA libraries were generated using 10X Genomics chromium according to the manufacturer’s instructions. The quality of libraries was determined by Agilent 2100 bioanalyzer and sequenced with NovaSeq 6000 PE150(Illumina).

To generate single cell feature counts, the clean data of each sample were mapped to mouse reference genome (mm10) by the command “cell ranger count” within cell ranger toolkit (version 6.0.1) provided by 10X genomics. For each sample, cells as outliers in feature count matrix (proportion of mitochondrial genes > 10% and ncount_feature < 300 or ncount_feature > 4700) were removed from further analysis. 

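The filters on quality removed few cells. Of the 8425 WT barcodes, 59 had a mitochondrial share above 10% of their UMIs, 13 had fewer than 300 detected genes and none had more than 4700. Of the 7455 CNS9KO barcodes, 53 exceeded the mitochondrial limit, 15 fell under 300 genes and 3 were above 4700. This left 8356 WT and 7392 CNS9KO cells. Transcripts of the mitochondrial genome made up 2.66% of the UMIs of the median WT cell and 2.24% of those of the median CNS9KO cell among the cells kept. The median cell had 1650 detected genes in the WT and 1716 in the CNS9KO library.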

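Ptprc encodes CD45, Thy1 encodes CD90 and Cd3e encodes a chain of the T cell receptor complex, the markers by which the cells had been sorted. At least 1 Ptprc transcript was seen in 49.8% (48.7% to 50.9%) of the quality-filtered WT cells and in 77.7% (76.7% to 78.6%) of the CNS9KO cells. Thy1 was seen in 86.8% (86.0% to 87.5%) and 81.9% (81.0% to 82.8%). A cell with 1 Ptprc UMI or more, 1 Thy1 UMI or more and no Cd3e UMI passed the gate, which 3395 WT and 3611 CNS9KO cells did. The gate on Ptprc therefore took away a larger part of the WT library. Among the quality-filtered cells, clusters led by T cell genes such as Cd3d and Cd3g held 680 WT and 1625 CNS9KO cells. A cluster led by Gzma, Eomes and Klra7, genes of ILC1s and NK cells, held 33 WT and 349 CNS9KO cells. A cluster led by Il5, Il13 and Klrg1, genes of ILC2s, held 48 WT and 215 CNS9KO cells. Such cells had passed the sort, and among the gated cells their clusters were removed.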

To remove impure cells, we first filtered the cells by *Ptprc* ^+^ *Cd3e* ^-^ *Thy1* ^+^ according to sorting strategy, and then exclude non-ILC3 based on signature gene expression, including T cells (*Cd3g, Cd3e*), B cells (Cd79a, IgIv1, Jchain), macrophages (*Cd68, Apoe, C1qb, Csf1r*), endothelial cells (*Fabp4, Id3, Lyve1* (14)), ILC1/NK (*Ccl5, Klrd1, Klrc2, Eomes*) and ILC2s (*Klrg1, Il4, Il5, Il13*) (15). 

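After the quality filter, the gate per cell and the removal of clusters of other cell types, 3159 WT and 2974 CNS9KO cells remained, and these are the ILC3s of every level given here unless another population is named. They held 13676079 and 14314675 UMIs. With the gate per cell left out and the same clusters removed, 6971 WT and 4718 CNS9KO cells remained. When each gated cell holding a UMI of a gene listed for T, B, macrophage, endothelial, ILC1/NK or ILC2 cells was removed besides, 2521 and 2030 were left.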

Finally, we obtained 6860 cells and 4517 cells from WT and CNS9KO samples respectively.

### Clustering of single cell data matrix

The Seurat R package (version 4.0.3) was conducted for further analysis of feature count matrix. For each sample, about 2,000 genes with the highest variance based on a variance stabilizing transformation data were selected to compute a PCA dimensionality reduction. Integration of two samples was conducted by RunHarmony() function in Seurat R package. The 30 principal components (PCs) of the integrated Seurat object were used for further nonlinear dimensional reduction analysis. The integrated data were clustered using Seurat’s FindClusters() function (resolution parameters was set to 0.8), then visualized by UMAP. The different expression of the selected marker genes in each cluster were visualized by DotPlot() function.

### RNA velocity analysis

For each sample, a.loom file with counts divided in spliced/unspliced/ambiguous was generated by velocyto.py toolkit (version 0.17). Then, the data were pre-processed by scVelo python toolkit (version 0.2.4). Genes that are detected in less than 20 counts were filtered out and 2000 genes with the highest variability were selected. After normalization and logarithmization, the first and second order moments (means and uncentered variances) were computed among nearest neighbors in PCA space under default parameters. Then, the RNA velocity was estimated by scVelo’s scv.tl.velocity() function, and visualized by scv.pl.velocity_embedding_stream() function.

### Generation of bone marrow chimeric mice

Bone marrow cells from C57BL/6J, CNS9-deficient and CD45.1^+^CD45.2^+^ mice were isolated and depleted red blood cells. C57BL/6J or CNS9-deficient bone marrow cells were mixed with the ones from CD45.1^+^CD45.2^+^ mice at 1:1 ratio, and 4×10^6^ mixed bone marrow cells were injected intravenously into lethally irradiated (2 rounds of 5Gy irradiation, an interval of 2 hours) CD45.1^+^ recipient mice. The reconstituted mice were then sacrificed and analyzed 7 weeks later.

### Flow cytometry analysis

The antibodies and corresponding dilutions listed below were used for staining: CD45.2 (104, 109824, BioLegend; 104, 56-0454, eBioscience; 1:400), CD45.1 (A20, 558701, BD BioSciences; 1:400), CD3 (17A2, 48-0032-82, eBioscience; 1:400), CD3e (145-2C11, 45-0031-82, eBioscience; 1:200), CD90.2(53-2.1, 25-0902-82/17-0902-83, eBioscience; 1:400), CD4(RM4-5, 562314/557956, BD BioSciences; RM4-5, 25-0042-81, eBioscience; 1:400), CCR6 (29-2L17, 129819, BioLegend; 1:200), NKp46 (29A1.4, 137606, BioLegend; 29A1.4, 25-3351-82, eBioscience; 1:400), RORγt (Q31-378, 562607/562682, BD BioSciences; 1:400), T-bet (4B10, 644814, BioLegend: 1:400), IL-17a (eBio17B7, 48-7177-82, eBioscience; 1:200), IL-22(IL22JOP, 17-7222-82, eBioscience; 1:200), IFN-γ (XMG1.2, 557998, BD BioSciences; 1:200).

### Quantification and statistical analysis

Data were analyzed using Graphpad Prism 6 or Graphpad Prism 8 and preformed as mean ± SD. Statistical significance was calculated using unpaired Student’s t test and shown as (*p < 0.05; **p < 0.01; ***p < 0.001, ****p < 0.0001).

## Results

### CNS9 deficiency alters intestinal ILC3 subsets

We have previously identified CNS9, located at +5,802 to +7,963 bp of the *Rorc* gene, whose deficiency in mice caused a profound defect in *Rorc* expression and RORγt-directed IL-17A expression in Th17 cells (12). In contrast, CNS9 deficiency had little effect on development of total RORγt^+^ ILC3s (gated on CD45^+^CD3^-^CD90^+^) in small intestine under steady state, as examinbed in both percentages and numbers (**Figure 1A**). In addition, under *C. rodentium* infection state, CNS9-deficient mice showed comparable degrees of weight loss and bacterial loads at the early stage of infection to control WT mice (**Figures S1A, B**). These data suggest that the general development and function of ILC3s were largely unaffected by CNS9 deficiency.

**Figure 1:**
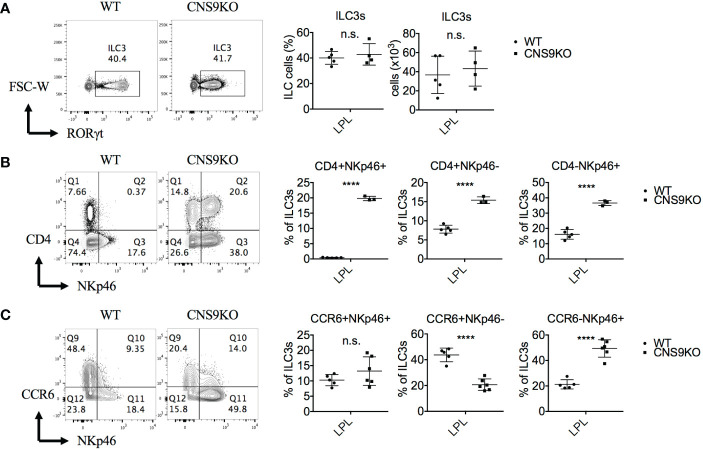
CNS9 deficiency alters the composition of ILC3s. ILC3s were isolated from the small intestine lamina propria lymphocytes (LPLs) of age- and sex-matched WT and CNS9-deficient (CNS9KO in figure) mice under steady state, directly stained with indicated surface markers and RORγt, and then analyzed by flow cytometry. **(A)** Left: intracellular staining of RORγt (pre-gated on Live CD45^+^ CD3^-^ CD90^+^); right: statistic of the staining data and cell number of ILC3s. Staining (left) and statistic (right) of the surface marker CD4 and NKp46 **(B)** or CD4 and CCR6 **(C)** on ILC3s (pre-gated on ILC3: Live CD45^+^ CD3^-^ CD90^+^ RORγt^+^). The data shown are a representative of two to three independent experiments and presented as mean ± SD. Also see **Figure S1**. Statistical significance was calculated using unpaired Student’s t test and shown as ****p < 0.0001 or n.s. (non-significant) p > 0.05.

However, a careful examination revealed that CNS9 deficiency significantly increased expression of both CD4 and NKp46 in ILC3s in the LPLs of small intestine under steady state, resulting in a clear population of CD4^+^NKp46^+^ double positive cells (**Figure 1B**). As introduced previously, CD4 only expressed by part of CCR6^+^ ILC3s but not NKp46^+^ ILC3s, suggesting the CD4^+^NKp46^+^ ILC3 subset in CNS9-deficient mice is a distinct population compared with WT mice. In addition, the expression of CCR6 was found decreased in CNS9-deficient ILC3s (**Figure 1C**), suggesting the composition of ILC3 subsets was significantly altered in CNS9-deficient mice, despite their overall function may not be affected. Consistently, CD4^+^NKp46^+^ ILC3s were also present in the lamina propria of both small and large intestines in CNS9-deficient mice 8 days after *C. rodentium* infection (**Figures S1C, D**), as well as in other lymphoid tissues including mesenteric lymph nodes (mLN), inguinal lymph nodes (iLN) and spleen under steady status (**Figure S1E**), though less prominent than in gut-associated mucosal tissues.

At cytokine levels, CNS9-deficient ILC3s secreted 50% to 80% less IL-22 and IL-17A, but about 3-fold increase of IFN-γ, compared with WT ILC3s (**Figure 2A**). The CD4^+^NKp46^+^ ILC3s showed similar cytokine producing abilities to CD4^-^NKp46^+^ ILC3s in CNS9-deficient mice, with reduced IL-22 and increased IFN-γ but no IL-17A expression, compared with other subsets (**Figure 2B**). Moreover, associated with increased IFN-γ secretion, an obvious population of IFN-γ and IL-22 double positive cells was detected in NKp46^+^ ILC3s in CNS9-deficient mice (**Figure 2C**). These results indicate that CNS9-deficient ILC3s gained increased ILC1-related cytokine secretion potential at the expense of reduced ILC3 effector function.

**Figure 2:**
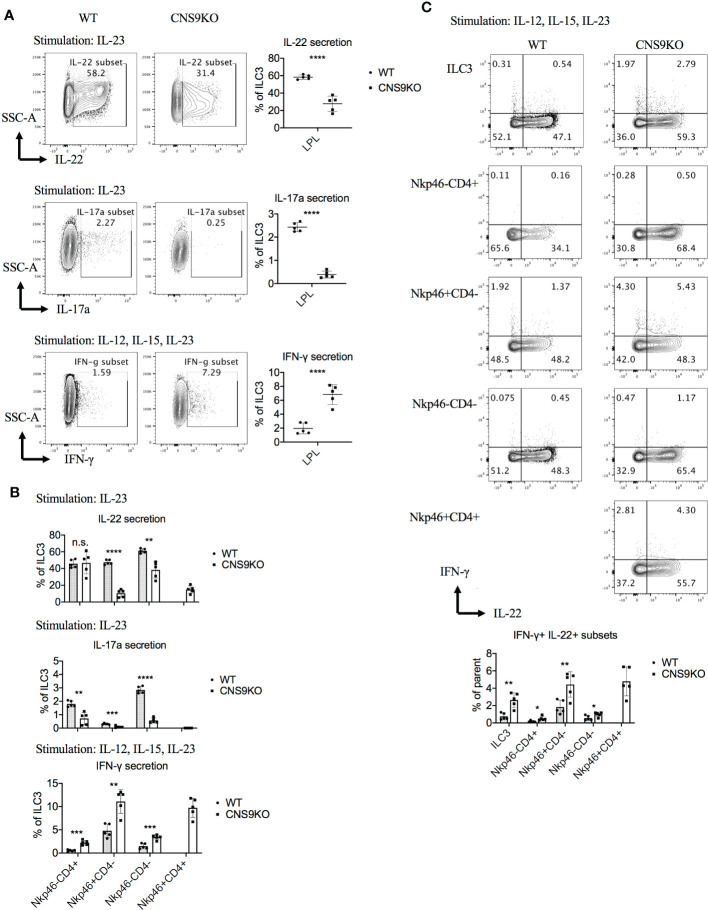
CNS9 deficiency modulates the cytokine production of ILC3s. ILC3s were isolated from the small intestine lamina propria lymphocytes (LPLs) of age- and sex-matched WT and CNS9-deficient mice under steady state. Stimulated *ex vivo* for 4 hours before staining with surface markers, RORγt and cytokines, and then analyzed by flow cytometry. **(A)** Left: intracellular staining of IL-22, IL-17A and IFN-γ single positive cells in total ILC3s; right: statistic of the staining data. **(B)** Statistic analysis of IL-22, IL-17A and IFN-γ in different ILC3 subsets. **(C)** Up: intracellular staining of IL-22 and IFN-γ; down: statistic analysis of IL-22^+^IFN-γ^+^ double positive cells in total ILC3s and different subsets. The data shown are a representative of two to three independent experiments and presented as mean ± SD. Also see **Figure S2**. Statistical significance wascalculated using unpaired Student’s t test and shown as *p < 0.05; **p < 0.01; ***p < 0.001, ****p < 0.0001 or n.s. (non-significant) p > 0.05.

Notably, there was no defect in IL-22 production in CNS9-deficient ILC3s under stimulation with IL-12, IL-15 and IL-23 condition (**Figure S2A**), which was different from cells stimulated with IL-23 alone (**Figure 2A**). Interestingly, IL-12 and IL-15 treatment could also induce IL-22 production in ILC3s, in the absence of IL-23 (**Figure S2B**), suggesting distinct mechanisms involved in IL-23- and IL-12/15-stimulated conditions.

We further measured IL-22 production in ILC3s after *C.rodentium* infection, but with only a slightly decreased trend in CNS9-deficient ILC3s compared with WT cells (**Figure S2C**), indicating a compensatory mechanism or context-dependent regulation of IL-22 production in ILC3s by CNS9 as revealed in **Figures 2A**, **S2A**. In line with this, CNS9-deficient mice showed comparable weight loss and fecal bacterial loads after *C. rodentium* infection (**Figures S1A, B**).

### CNS9 deficiency promotes cell-intrinsic induction of CD4^+^NKp46^+^ ILC3s

Since RORγt and its isoform RORγ can be expressed by a number of cell subsets, including Th17 cells, γδT cells, NKT cells and even non-immune cells, CNS9 deficiency may affect ILC3 development through an indirect manner. To test this possibility, mixed bone marrow chimeric mice were generated by reconstituting lethally irradiated CD45.1^+^ mice with WT CD45.1^+^CD45.2^+^ bone marrow cells and CD45.2^+^ WT or CNS9-deficient bone marrow cells at a 1:1 ratio (**Figure 3A**). 7 weeks after reconstitution, a distinct group of CD4^+^NKp46^+^ ILC3s was developed from CNS9-deficient but not WT bone marrow cells (**Figure 3B**), similar to CNS9 germline knockout mice. In addition, CNS9 deficiency led to significantly increased NKp46^+^ but decreased CCR6^+^ ILC3 populations, similar to unmanipulated mice at steady state, but the overall frequencies of CD4-expressing ILC3s were largely not affected in the chimeric animals (**Figure 3B** and **Figure 1B**). Similar to those from CNS9-deficient mice, ILC3s developed from CNS9-deficient bone marrow cells in the chimeric mice showed reduced RORγt expression level compared with those from WT bone marrow cells (**Figure 3C**). These results thus demonstrate that CNS9 functions in a cell-intrinsic manner in constraining the development of CD4^+^NKp46^+^ ILC3 subset. However, unlike CNS9-deficient mice, CNS9-deficient bone marrow cells showed a severe defect in development towards ILC3s but not ILC1s, compared with WT bone marrow cells, suggesting their apparent disadvantage in ILC3 development under competitive microenvironments (**Figure 3D**).

**Figure 3:**
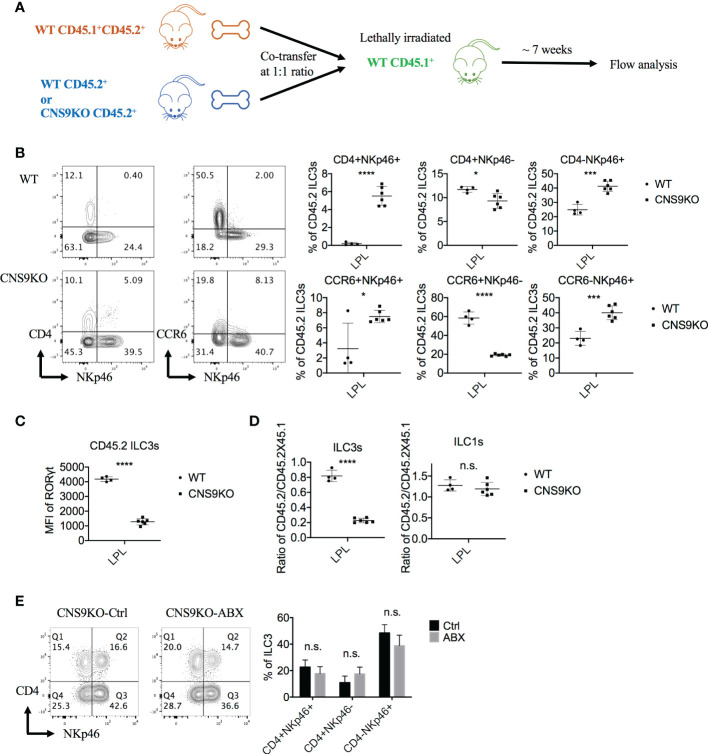
CNS9 deficiency promotes the generation of CD4^+^NKp46^+^ ILC3 subset *via* a cell-intrinsic manner. **(A)** Experiment protocol: The CD45.1^+^CD45.2^+^ WT BM cells and CD45.2^+^ CNS9-deifient BM cells were transferred to irradiated CD45.1^+^ mice at a 1:1 ratio. Seven weeks later, the recipient mice were sacificed and the small intestine LPLs were collected and analyzed by flow cytometry. **(B)** The ILC3s were gated as Live CD3^-^ CD90^+^ RORγt^+^ CD45.2^+^ cells. Left: surface staining of CD4, NKp46, CCR6 of ILC3s; right: statistic of the staining data. **(C)** MFI of RORγt in CD45.2^+^ WT and CNS9-deficient ILC3s. **(D)** The ratios of CD45.2^+^ WT/CNS9-deficient *versus* CD45.1^+^CD45.2^+^ WT ILC3s or ILC1s. The data shown are a representative of two independent experiments and presented as mean ± SD. **(E)** CNS9-deficient mice were treated with ABX or water (as control) continuously started from 3 weeks after wean. The LPLs of small intestine were isolated and analyzed at the age of 6 weeks old. Left: surface staining of CD4 and NKp46 (gated on ILC3s); right: statistic of the staining data. The flow data shown are a representative of two independent experiments and the statistical analysis was performed by combining two experiments and presented as mean ± SD (n=4 for both Ctrl and ABX group). Statistical significance was calculated using unpaired Student’s t test and shown as *p < 0.05; ***p < 0.001, ****p < 0.0001 or n.s. (non-significant) p > 0.05.

ILCs, abundant at mucosal barriers, are regulated by microbiota in development, maintenance and function (15, 16). To examine whether the development of CD4^+^NKp46^+^ ILC3s in CNS9-deficient mice was regulated by intestinal microbiota, we treated 3-week old mice with antibiotics (ampicillin, vancomycin, neomycin and metronidazole) supplied in drinking water for 3 weeks to remove gut microbiota. Compared with water-treated control group, antibiotic treatment did not affect the population of CD4^+^NKp46^+^ ILC3s in CNS9-deficient mice (**Figure 3E**), suggesting their generation in CNS9-deficient mice were independent of gut-associated microbiota.

### CNS9-deficient ILC3s exhibit increased ILC1 gene expression features

To further understand the function of CNS9, total ILC3s (gated on CD45^mid^ CD3^-^ CD90.2^high^) were sorted from the LPLs of small intestine in WT and CNS9-deficient mice and analyzed by single-cell RNA sequencing. 

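ILC3s are lymphocytes of mucosal tissue that carry no antigen receptor and make IL-22 and IL-17. A single 10x Genomics library was made from WT and a single one from CNS9KO ILC3s, in which the element CNS9 at the Rorc locus is deleted. CNS9 holds no coding sequence, so transcript counts cannot show the deletion itself. Rorc, which encodes RORγt, had 4998 UMIs in the WT and 772 in the CNS9KO ILC3s. A UMI, or unique molecular identifier, stands for 1 captured transcript. The WT library held 32303863 UMIs in all and the CNS9KO library 32681871. The deposited values are raw UMI counts per gene and cell, which the authors made with Cell Ranger on the mouse build mm10. Counts of the ILC3s were summed per library and are given as CPM, counts scaled to the same library total, with exact Poisson intervals of 95%. The ratio of a pair of CPM values has an exact conditional binomial interval, and a share of cells an exact Clopper-Pearson interval. For shares, every cell was thinned at random to 2000 UMIs, because the median ILC3 held 3909 UMIs in the WT and 4399 in the CNS9KO library; 77 WT and 47 CNS9KO cells with fewer were left out. The genotypes have no replicates, so no test was possible, and the intervals cover counting error only. Differences are therefore between these 2 libraries.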

In total, 10 distinct clusters were identified after removing contaminated cells (**Figures 4A, B**). 

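Clustering of the ILC3s again gave 10 clusters. Clusters 0, 1 and 5 were NKp46+ ILC3-like, with transcripts of T-bet targets and NK receptors, and held 49.9% (48.2% to 51.7%) of the WT and 52.0% (50.2% to 53.8%) of the CNS9KO cells. Most of this class lay in cluster 1 in the WT library and in cluster 0 in the CNS9KO library. Clusters 3, 4 and 6 were CCR6+ ILC3-like, with Nrp1, Cxcr5 and lymphotoxin genes, and held 22.7% (21.2% to 24.2%) and 25.4% (23.8% to 27.0%). These shares depended on the gate. Clustered without the gate per cell, added after the data were seen, the CCR6+ class held 31.9% of the WT and 31.5% of the CNS9KO cells. The NKp46+ class then held 38.6% (37.5% to 39.8%) and 43.0% (41.6% to 44.4%). In that clustering the counterpart of cluster 5 stayed unnamed, and a cluster led by Ccl5 was counted as NKp46+. Cluster 2, led by Pcp4, carried the markers of neither class and stayed unnamed, like the small cluster 8 led by the chemokine genes Cxcl9 and Cxcl10. Cluster 7 was proliferating and cluster 9 showed an interferon response. The numbers are those of the rebuilt clusters and differ from the study's. So that the sizes would not rest on the compared genes, 37 of them were kept out of the variable genes. Without integration of the libraries, 97.3% of the cells fell in clusters with at least 95% of their cells from a single library.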

A previous study from Ido Amit lab (15) has defined a set of uniquely expressed genes in ILC1, ILC2 and ILC3, based on the RNA-seq data of intestinal ILC1s (CD45^+^ Lin^-^ CD127^+^ RORγt^–^ NKp46^+^), ILC2s (CD45^+^ Lin^-^ CD127^+^ RORγt^–^ KLRG-1^+^) and ILC3s (CD45^+^ Lin^-^ CD127^+^ RORγt^+^) in mice, which were used as different ILC signature genes in this study. Clusters 0, 1, 2, 7 and 9 were characterized as NKp46^+^ ILC3s due to high expression of *Ncr1* (encoding NKp46) and *Tbx21* (encoding T-bet). 

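Ncr1 and Tbx21 were kept out of the genes that built the clusters, but both are among the markers that named the NKp46+ class. Cluster 1 was named by 4 markers, Ncr1, Tbx21, Klrb1c and Cxcr3. High levels of Ncr1 and Tbx21 in this class are therefore no independent support for its name. NKp46 is an activating receptor of NK cells and of a subset of ILC3s, and T-bet is the transcription factor that directs type 1 programmes. Over both libraries, Ncr1 stood at 393 CPM (376 to 409) in cluster 0, at 389 (373 to 406) in cluster 1 and at 357 (333 to 383) in cluster 5. In the CCR6+ ILC3-like clusters 3, 4 and 6 it stood at 84.6, 174 and 25.3 CPM. Tbx21 reached 142 CPM (132 to 152) in cluster 0 and 133 (124 to 143) in cluster 1, but 47.7 (39.0 to 57.8) in cluster 5. Within the NKp46+ ILC3-like cells, Ncr1 was 1.55-fold (1.46 to 1.64) higher in the CNS9KO library.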

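Among the rebuilt clusters, cluster 0 came closest to ILC1s. Its leading genes were Il12rb2, which encodes a chain of the IL-12 receptor, the chemokine receptor gene Ccr5 and the NK receptor gene Klrd1. Ccl5 and Xcl1 encode chemokines that ILC1s and NK cells release. Ccl5 in cluster 0 stood at 14.9 CPM in the WT and at 273 CPM (256 to 290) in the CNS9KO library. Xcl1 in the same cluster stood at 230 and 1117 CPM. A higher level of Ccl5, 588 CPM over both libraries, was found in the proliferating cluster 7, and of Xcl1, 985 CPM, in cluster 5. Because Ccl5 is a gene by which ILC1s and NK cells were removed, its level also depends on that removal. In a clustering of the cells without the gate per cell, added after the data were seen, a separate cluster led by Ccl5, Ccl4 and Klrd1 held 42 of 6971 WT and 298 of 4718 CNS9KO cells; Klrc2 and Gzma were among its 10 leading genes too, and ILC1s or NK cells are not told apart from NKp46+ ILC3s in it.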

Cluster 2 also expressed ILC1-related signature genes, such as *Ccl5* and *Xcl1*, and may represent ILC1-like ILC3s. 

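CCR6 is the chemokine receptor of lymphoid tissue inducer-like ILC3s. Ccr6 and Nrp1 are among the markers that named the CCR6+ class, so their high levels in it are no independent support for the name. Over both libraries Ccr6 stood at 152 CPM (138 to 168) in cluster 3, at 95 (84.9 to 106) in cluster 4 and at 253 (220 to 288) in cluster 6, and at 30.5 CPM or less in each of the other clusters. Nrp1, which encodes a receptor of this subset, was highest in cluster 6 as well, at 89.5 CPM. Within the CCR6+ ILC3-like cells, Ccr6 was 212 CPM (196 to 228) in the WT and 69.7 CPM (61.3 to 78.8) in the CNS9KO library, 3.04-fold (2.62 to 3.52) lower in the latter. In the NKp46+ ILC3-like cells it was 2.32 and 10.1 CPM, 4.36-fold (2.48 to 8.19) higher in the CNS9KO library.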

Clusters 4, 5 and 6 had the highest *Ccr6* expression, thus representing CCR6^+^ ILC3s (**Figures 4A**, **S3A**). 

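Ltb encodes the membrane-bound lymphotoxin that signals to stromal cells when lymphoid tissue forms. Of the rebuilt clusters, the CCR6+ ILC3-like cluster 6 had the highest level, 1335 CPM (1259 to 1414) over both libraries, followed by clusters 3 and 4 with 854 and 670 CPM. In all CCR6+ ILC3-like cells Ltb stood at 1053 CPM in the WT and at 620 CPM in the CNS9KO library, 1.70-fold (1.61 to 1.79) lower. In NKp46+ ILC3-like cells it stood at 513 and 425 CPM. Lta, the gene of the other lymphotoxin chain, was 1.87-fold (1.67 to 2.10) lower over all CNS9KO ILC3s, at 32.3 against 60.6 CPM.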

Consistently, cluster 5 also had the highest expression of *Ltb* (encoding lymphotoxin beta), a gene involved in lymphoid tissue development. 

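H2-Aa encodes a chain of the MHC class II molecule that presents peptides to CD4+ T cells, and Cd74 encodes its chaperone. Over both libraries H2-Aa was highest in the CCR6+ ILC3-like cluster 4, with 132 CPM (120 to 145), where Cd74 reached 341 CPM. The median cell of this cluster held 6700 UMIs, more than in the other CCR6+ ILC3-like clusters, so doublets with antigen-presenting cells are not ruled out in it. Among 8 measured class II genes, 4 were at least 1.5-fold higher in the CNS9KO ILC3s and 1, H2-Oa, at least 1.5-fold lower. Of 4 dendritic cell genes 2, Ccr7 and Batf3, were at least 1.5-fold higher too, and of 7 B and plasma cell genes 4 (1, Cd79b, was lower). Ccr7 stood at 6.87 against 23.7 CPM and Ighm at 9.43 against 62.9. RNA of antigen-presenting cells is therefore not ruled out as a source. But Batf3 is also counted here among ILC3 genes. Among quality-filtered cells, dendritic clusters held 56 WT and 29 CNS9KO cells and macrophage clusters 101 and 68, though B and plasma cell clusters 47 and 52. H2-Aa itself stood at 23.6 CPM in the WT and 56.2 in the CNS9KO library, 2.38-fold (2.09 to 2.71) higher, and 3.81-fold higher without cluster 4. The NKp46+ ILC3-like cells showed the wider gap, with 5.42 against 37.7 CPM; in the CCR6+ ILC3-like cells H2-Aa stood at 81.6 and 101 CPM, and Cd74 was 1.92-fold (1.74 to 2.11) lower in the CNS9KO library. Over all quality-filtered cells, macrophages and dendritic cells included, the H2-Aa ratio was 1.01.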

Cluster 4 had high H2-Aa expression, indicating a MHCII-dependent antigen presentation potential. 

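Il17a, Il17f and Il22 encode the effector cytokines of ILC3s. Il22 was the most abundant of them and stood over both libraries at 10764 CPM in cluster 3, a CCR6+ ILC3-like cluster, and at 15231 CPM in the small cluster 8. Il17f was highest in clusters 6 and 3, at 99.9 and 80.4 CPM. Il17a stood at 49.7 CPM in cluster 4, at 34.4 in cluster 6 and at 32.5 in cluster 3, but a single WT cell held 49 of the 394 Il17a UMIs of that library. No rebuilt cluster led for the 3 cytokine genes together. In the CCR6+ ILC3-like cells Il17f stood at 90.2 CPM in the WT and 37.6 CPM in the CNS9KO library, 2.4-fold (1.95 to 2.96) lower.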

Cluster 6 expressed high levels of *Il17a, Il17f* and *Il22*, representing mature or effector ILC3s. Cluster 3 expressed neither CCR6 nor NKp46 and was characterized as IL-22 producing CCR6^-^NKp46^-^ ILC3s. 

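The closest match among the rebuilt clusters was cluster 2, led by Pcp4, a small calmodulin-binding protein, and by the decoy receptor gene Il1r2. Il22 in cluster 2 stood at 6357 CPM in the WT and at 3390 CPM in the CNS9KO library, 0.533 (0.520 to 0.547) of the WT level. Ccr6 was low there, at 10.4 CPM (7.92 to 13.4) over both libraries. Ncr1 was not, with 287 CPM (274 to 302), below the NKp46+ ILC3-like clusters and above clusters 3, 4 and 6. Tbx21 stood at 64.9 CPM (58.4 to 71.9). Cluster 2 held 22.6% of the WT and 18.4% of the CNS9KO cells, and its counterpart in a clustering without any gene 1.5-fold apart, added after the data were seen, 20.2% and 18.9%.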

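Zfp36 encodes a protein that destabilizes cytokine transcripts and belongs to the immediate-early genes, which cells also induce when tissue is dissociated. It was highest in cluster 6, a CCR6+ ILC3-like cluster, with 1886 CPM (1796 to 1979) over both libraries, and in cluster 1, an NKp46+ ILC3-like cluster, with 1754 CPM (1720 to 1788). The heat-shock gene Hspa1a led the same clusters, with 1661 and 789 CPM, as did Jun with 5945 and 2457 CPM. Over all ILC3s Zfp36 stood at 872 CPM in the WT and 448 CPM in the CNS9KO library, 1.95-fold (1.89 to 2.01) lower. T cells captured in the same libraries had 518 and 251 CPM of Zfp36, so the gap was not limited to ILC3s, though ILC2s had 794 and 864 CPM and ILC1/NK cells, 33 of them in the WT library, 238 and 217 CPM.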

Clusters 0 and 5 expressed high amount of *Zfp36*, a negative regulator for TNF-α and GM-CSF (17). Cluster 7 highly expressed *Tnfrsf9* (encoding CD137 or 4-1BB). 

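The product of Tnfrsf9 is a costimulatory receptor that appears on activated lymphocytes. Its counterpart here was cluster 5, which also expressed the granzyme gene Gzmc and the cytokine genes Csf2 and Areg. Tnfrsf9 stood there at 550 CPM in the WT and at 530 CPM (488 to 574) in the CNS9KO library, and at 151 CPM or less over both libraries in every other cluster. Over all ILC3s it was 1.35-fold (1.26 to 1.44) higher in the CNS9KO library, with 149 against 111 CPM. Of 16 genes of NF-κB signalling and the TNF receptor family, 3 were at least 1.5-fold higher in the CNS9KO library and 2 at least 1.5-fold lower. Traf1, a signalling adaptor of this receptor family, stood at 438 and 727 CPM.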

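Ifit1, an antiviral effector that type I interferons induce, marked the rebuilt cluster 9, where it reached 331 CPM (263 to 412) over both libraries, with Rsad2, Rtp4 and Oasl1 beside it. The cluster was small, with 22 WT and 26 CNS9KO cells. Over all ILC3s Ifit1 had 87 UMIs in the WT and 85 in the CNS9KO library, a ratio of 0.933 (0.684 to 1.27), so no difference was detectable at this depth; over all quality-filtered cells the ratio was 1.42 and without the gate per cell 1.13. Isg15, a ubiquitin-like protein of the same response, was 1.80-fold (1.70 to 1.91) higher in the CNS9KO library, at 239 against 133 CPM. Across 17 measured interferon-induced genes, 5 were at least 1.5-fold higher and 1 at least 1.5-fold lower.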

Cluster 8 highly expressed *Ifit1*, a gene involved in induction of type I interferons. 

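Mki67 and Stmn1 encode proteins of dividing cells. Both marked cluster 7, with 346 CPM (314 to 379) of Mki67 and 405 CPM (372 to 442) of Stmn1 over both libraries. This cluster also held granzyme A transcripts, with 113 CPM of Gzma in the WT and 1105 CPM in the CNS9KO library. Of the 895 Gzma UMIs of all CNS9KO ILC3s, only 251 lay in NKp46+ and 13 in CCR6+ ILC3-like cells. Gzma is also a gene by which ILC1s and NK cells were named, so dividing ILC1s or NK cells are not ruled out in this cluster. Over all ILC3s Mki67 stood at 20.0 CPM in the WT and 17.5 CPM in the CNS9KO library, and the ratio of 0.872 (0.731 to 1.04) did not exclude equal levels; it was 1.07 without the gate per cell. Stmn1 stood at 24.8 and 20.4 CPM, but was 1.08-fold higher in the CNS9KO library when both libraries were given the same mix of clusters. Of 18 measured cell cycle genes, 14 lay within 1.5-fold.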

Cluster 9 was identified as actively proliferating ILC3s due to high expression of *Mki67* and *Stmn1* (**Figure S3A**).

**Figure 4:**
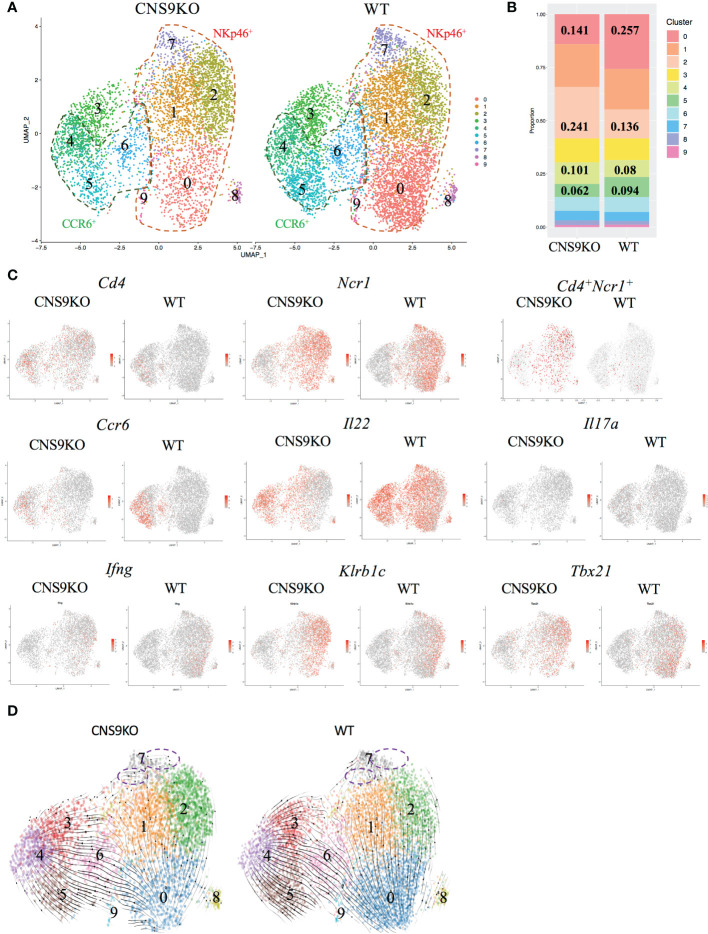
Single cell RNA-seq analysis of ILC3s isolated from CNS9-deficient mice and WT mice. The ILC3s (CD3^-^CD90.2^high^CD45^mid^) were sorted from small intestine LPLs of WT and CNS9-deficient mice, and single-cell RNA libraries were constructed using 10x Genomics. **(A)** UMAP plots of CNS9-deficient and WT ILC3s. **(B)** Statistic quantification of individual clusters between WT and CNS9-deficient ILC3s. **(C)** Selected gene expression of UMAP plots. **(D)** RNA velocity analysis among clusters. Purple dotted circle indicating RNA velocity direction from Cluster 7 to other clusters. Also see **Figure S3**.

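CD4 is a coreceptor of helper T cells that CCR6+ ILC3s carry in part, whereas NKp46 marks another subset. At 2000 UMIs per cell, Cd4 was seen in 1.52% (1.12% to 2.02%) of the WT and 13.1% (11.9% to 14.3%) of the CNS9KO ILC3s. Ncr1 was seen in 31.9% (30.2% to 33.5%) and 45.4% (43.6% to 47.2%). Both transcripts were seen in 0.260% (0.112% to 0.511%) of the WT and 4.95% (4.2% to 5.80%) of the CNS9KO cells, where independent genes would give 0.486% and 5.92%. The WT interval includes its value for independent genes, so these shares do not show that the genes exclude each other in WT cells. Ccr6 was seen in 7.50% (6.59% to 8.48%) and 4.61% (3.88% to 5.44%). Unthinned, the shares were 3.01% and 22.0% for Cd4, 49.1% and 67.9% for Ncr1, 0.855% and 14.1% for Cd4 and Ncr1 together, and 11.8% and 9.25% for Ccr6. As background, ILC1/NK cells of the CNS9KO library, which lack CD4 and CCR6, had Cd4 in 0.592% and Ccr6 in 0 of 338 thinned cells, which by the floor of 3 counts allows a share of cells with a UMI of up to 0.888%, at a median of 4426 UMIs against 4420 in the ILC3s. Ncr1 was seen in 1.59% of the largest T cell cluster of that library, at a median of 3547 UMIs. The 33 ILC1/NK cells of the WT library held no Cd4.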

In the UMAP plots analysis, CNS9-deficient ILC3s contained clearly more single *Cd4* or *Ncr1* expressing and co-expressing cell populations, with reduced *Ccr6*-expressing population (**Figure 4C**). For effector cytokines secreted by ILC3s, CNS9 deficiency resulted in decreased *Il22* and *Il17a* but increased *Ifng* transcription, consistent with the results obtained by flow cytometry in CNS9-deficient mice (**Figures 4C**, **2A**). In addition, CNS9-deficient ILC3s contained cells with increased expression of *Klrb1c* (encoding NK1.1), *Tbx21* (encoding T-bet), *Ccl5* and *Xcl1*, at both population and per cell levels (**Figures 4C**, **S3B**), indicating CNS9-deficient ILC3s acquired an ILC1-gene expression feature, when compared with WT ILC3s. 

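The gap in Il22 was wider in NKp46+ than in CCR6+ ILC3-like cells. It stood in the former at 4392 CPM in the WT and 1265 CPM in the CNS9KO library, 3.47-fold (3.39 to 3.56) lower, and in the latter at 8669 and 7435 CPM, 1.17-fold (1.15 to 1.19) lower. Over all ILC3s it was 6218 against 3446 CPM. The share of ILC3s with Il22 was 72.5% (70.8% to 74.0%) in the WT and 39.5% (37.7% to 41.3%) in the CNS9KO library, and unthinned 78.7% and 44.5%. The largest T cell clusters of both libraries, as background, showed it in 1.64% and 1.33% of cells at medians of 3373 and 3547 UMIs. Il17a was 12.5-fold (8.75 to 18.4) lower in the CNS9KO library, with 33 UMIs in 6 cells, and 5.24-fold lower over all quality-filtered cells and 29.0-fold lower after removal per cell. Ifng, the cytokine of type 1 responses, stood at 35.8 CPM (32.7 to 39.1) in the WT and 35.3 CPM (32.3 to 38.5) in the CNS9KO ILC3s, a ratio of 0.985 (0.868 to 1.12). In NKp46+ ILC3-like cells Ifng was lower in the CNS9KO library, at 53.4 against 40.0 CPM, a ratio of 0.750 (0.639 to 0.880). In CCR6+ ILC3-like cells it stood at 7.08 and 9.95 CPM, a ratio of 1.41 (0.810 to 2.48). Without the gate per cell the Ifng ratio was 1.30, and over all quality-filtered cells, T and NK cells included, 1.92. The share with Ifng was 4.87% against 4.24%, near the 3.81% of the ILC2s of the CNS9KO library at a median of 4914 UMIs, and unthinned 7.76% against 7.36%.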

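The genes of NK1.1, T-bet and the chemokines were all higher in the CNS9KO library. Xcl1 stood at 166 CPM (160 to 173) in the WT and 855 CPM (840 to 870) in the CNS9KO ILC3s, 5.14-fold (4.92 to 5.38) higher. Klrb1c was 2.89-fold (2.68 to 3.12) higher, at 192 against 66.5 CPM, and Tbx21 2.11-fold (1.94 to 2.31), at 117 against 55.2 CPM. Ccl5 stood at 24.3 and 152 CPM, 6.25-fold (5.56 to 7.03) higher, 11.4-fold higher without the gate per cell and 9.75-fold by the mean over cells. A single WT cell held 96 of the 333 Ccl5 UMIs of that library. Xcl1 was seen in 12.5% (11.3% to 13.7%) of the WT and 50.5% (48.7% to 52.4%) of the CNS9KO cells, Klrb1c in 11.2% and 28.3%, and Tbx21 in 9.15% and 19.4%. Their unthinned shares were 18.1% and 64.3%, 19.0% and 46.0%, and 17.3% and 34.0%. In ILC2s of the CNS9KO library, which should lack these genes, the shares were 6.67%, 2.86% and 3.33%, at the higher median depth of these cells. For Ccl5 the ILC3 share of 8.13%, or 11.1% unthinned, did not exceed the 9.05% (5.54% to 13.8%) of those ILC2s and is not told from background; in the NKp46+ ILC3-like cells it was 12.5% (10.9% to 14.3%).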

Gene set variation analysis (GSVA) further confirmed our hypothesis that CNS9 deficiency increased expression of ILC1 signature genes but decreased expression of ILC3 signature genes (15) (**Figure S3C**).

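GSVA was not used here, and the signatures of the cited study are not given in the sources used here, so lists of ILC1 and ILC3 genes fixed before the data were examined stand in their place. Of 27 measured genes of ILC1 and NK cell effector function, 14 were at least 1.5-fold higher in the CNS9KO library and 5 at least 1.5-fold lower. Nkg7 and Ctsw, genes of cytotoxic granules, were among the higher ones, with 786 against 270 CPM and 652 against 380 CPM. The inhibitory receptor gene Klrc1 and the integrin gene Itga1, an ILC1 marker, were lower, with 15.6 against 40.5 CPM and 15.6 against 37.6 CPM, but over all quality-filtered cells Klrc1 was 1.22-fold higher in the CNS9KO library. The median log2 ratio was 0.72, higher than in all 10000 random lists of like expression (percentile 100), and 0.23 without the genes named by the paper. Of 28 ILC3 genes, 9 were at least 1.5-fold lower and 3 at least 1.5-fold higher, with a median of −0.32 (percentile 0), which came to −0.033 without the genes named by the paper, at percentile 25.6 and so within the range of the random lists. The lower ones included Arg1, of arginine metabolism, at 39.0 against 100.0 CPM. Rora, Il7r and Il23r, genes of ILC3 identity and survival, lay within 1.5-fold.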

We further analyzed the relationships of cell clusters by RNA velocity. Increased frequency of cluster 2 and decreased frequency of cluster 0 (**Figure 4B**), along with the velocity direction from cluster 0 to cluster 1 and cluster 2 (**Figure 4D**), indicated a strong conversion potential from cluster 0 to cluster 2 in CNS9-deficient NKp46^+^ ILC3s. Similarly, decreased cluster 5 and increased cluster 4 represented a more flexible change from cluster 5 to cluster 4 in CCR6^+^ ILC3 subset after CNS9 deficiency (**Figures 4B, D**). Moreover, cluster 7, ending with all velocity arrows, represented as a fully differentiated cluster in WT ILC3s, but still had a transition potential towards other clusters in CNS9-deficient ILC3s (**Figure 4D**). 

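The sizes are those of the rebuilt clusters. Cluster 0, led by Il12rb2, Ccr5 and Klrd1, is the counterpart of the ILC1-like cluster and held 16.1% (14.8% to 17.4%) of the WT and 28.9% (27.3% to 30.5%) of the CNS9KO cells. Cluster 1, led by Hspa1a, Zfp36 and Tnf, is the counterpart of the Zfp36-high NKp46+ cluster and held 26.2% (24.7% to 27.8%) and 15.3% (14.1% to 16.7%). Since leading genes of both differ between the libraries, the cells were clustered again without any gene 1.5-fold apart, a setting added after the data were seen. The counterparts then held 17.9% and 26.4%, and 24% and 14.0%. Hspa1a, Zfp36 and Jun, among the leading genes of cluster 1 and of its counterpart there, belong to the immediate-early and heat-shock genes, and the T cells of the CNS9KO library had less of all 3 as well, so the sizes of this cluster do not separate handling from genotype. At resolution 0.4 cluster 0 merged with clusters 2 and 5 and held 46.2% and 55.2%. Velocity needs spliced and unspliced counts, which the deposited counts do not separate, and was not analysed here.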

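Among the CCR6+ ILC3-like cells, cluster 6, led by Egr1, Hspa1a and Ccr6 and highest in Ltb, held 5.03% (4.30% to 5.85%) of 3159 WT and 3.03% (2.44% to 3.71%) of 2974 CNS9KO cells. Cluster 4, led by Cd74 and H2-Aa, held 7.28% (6.4% to 8.24%) and 8.44% (7.47% to 9.50%), and cluster 3, led by Cd81, Pdcd1 and Ptges, 10.4% and 13.9%. In the clustering without any gene 1.5-fold apart, clusters 3 and 6 merged and held 14.2% and 17.3% together, and the counterpart of cluster 4 held 7.06% and 5.88%. Its order between the libraries therefore turned with the clustering, also at resolution 1.2, where it held 6.77% and 5.92%, whereas at resolution 0.4 it held 7.25% and 8.34%. Without the gate per cell, a clustering added after the data were seen, its closest match by shared cells held 5.15% and 5.47%, and another cluster with H2-Aa and Cd74 among its leading genes 7.46% (6.85% to 8.10%) and 10.3% (9.49% to 11.2%). Egr1 and Hspa1a belong to the stress-induced genes that were lower in every cell type of the CNS9KO library examined.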

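RNA velocity was not analysed here. The rebuilt cluster 5, the Tnfrsf9-high counterpart of cluster 7, made up 7.63% (6.73% to 8.61%) of the WT and 7.77% (6.83% to 8.79%) of the CNS9KO cells, and 5.95% in both libraries when clustered without any gene 1.5-fold apart. Its chemokine gene Xcl1 stood at 496 CPM in the WT and 1458 CPM in the CNS9KO library. Its Il22 stood at 9383 and 2630 CPM.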

Taken together, these results suggest that genetic ablation of CNS9 in ILC3s increased their plasticity and conversion potentials towards ILC1-like cells.

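Several, but not all, genes of the ILC1 programme were higher in the CNS9KO ILC3s. Ccl4 stood at 211 CPM in the WT and 126 CPM in the CNS9KO library, Gzmb at 66.3 and 43.7 CPM and Klrc1 at 40.5 and 15.6 CPM, all lower in the latter. Klrd1, which encodes CD94 and is used by the paper only as a removal marker, was 29.9-fold (20.1 to 46.5) higher in the CNS9KO ILC3s and 11.0-fold over all quality-filtered cells. Ccr5 stood at 3.73 CPM in the WT and 50.6 CPM in the CNS9KO library, 13.6-fold (10.2 to 18.4) higher and 7.96-fold after removal per cell. In the NKp46+ ILC3-like cells, mostly of cluster 1 in the WT and of cluster 0 in the CNS9KO library, Nkg7 stood at 406 and 1089 CPM. In the CCR6+ ILC3-like cells it stood at 69.0 and 238 CPM, so the difference was not limited to NKp46+ cells. Eomes, the T-box factor of NK cells, was close to absent, with 2 UMIs in the WT and 17 in the CNS9KO ILC3s. None of these lay in the NKp46+ or CCR6+ ILC3-like cells. Ifng and Cxcr3, whose product guides type 1 lymphocytes to inflamed tissue, were not higher over all ILC3s; in the CCR6+ ILC3-like cells Cxcr3 was higher in the CNS9KO library, at 68.6 against 45.6 CPM. From the higher ILC1 genes, the cluster frequencies and the velocity directions, the paper proposes that loss of CNS9 made ILC3s more plastic, with a greater potential to convert into ILC1-like cells.

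**Figure D1:**
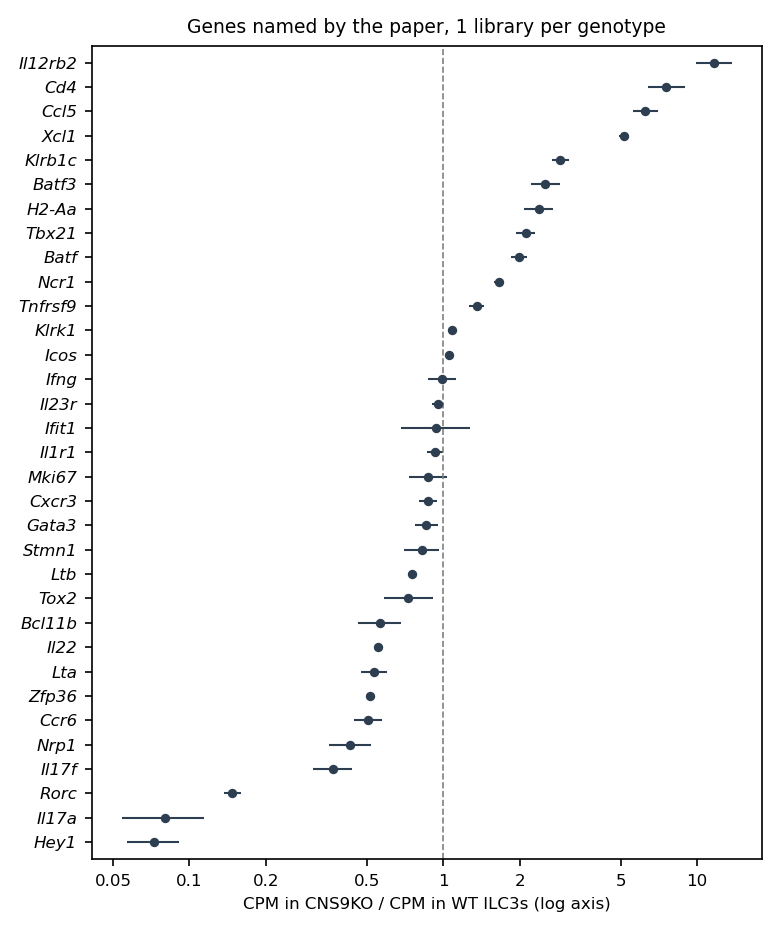
Ratio of CPM in CNS9KO to WT ILC3s for the genes the paper names in its single-cell results (genes named only for the removal of other cells not shown), on a log axis, leaving out those with fewer than 30 UMIs in a library. Points are ratios of summed counts from 1 library per genotype and bars the exact 95% intervals of counting error; Il12rb2 and Cd4 lie highest, Hey1, Il17a and Rorc lowest.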

### Decreased cellular RORγt expression causes induction of CD4^+^NKp46^+^ ILC3 subset

Our scRNA-seq data showed that *Rorc* transcription was decreased in CNS9-deficient ILC3s compared with WT ILC3s, also with a trend following velocity directions (cluster 0 -> cluster 1&2 and cluster 5 -> cluster 4) (**Figure S4A**), suggesting an internal link between *Rorc* expression levels with cluster variability. 

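Rorc lies on chromosome 3 of GRCm38 from 94372794 to 94398276 on the plus strand. It stood at 365 CPM (355 to 376) in the WT and 53.9 CPM (50.2 to 57.9) in the CNS9KO ILC3s, 6.78-fold (6.28 to 7.32) lower, and between 5.35-fold and 9.07-fold lower over the alternatives tried. The level was lower in each of the 10 clusters, by 3.90-fold to 7.66-fold. With the libraries given the same mix of clusters it was 6.23-fold lower, so cluster sizes account for little of the gap. Rorc was seen in 48.4% (46.6% to 50.2%) of the WT and 9.16% (8.14% to 10.3%) of the CNS9KO cells, and unthinned in 69.0% and 20.8%, against 4.10% and 0.265% in the largest T cell cluster, at medians of 3373 and 3547 UMIs. In the WT library the level in cluster 0 was 253 CPM against 523 in cluster 1, and in the CNS9KO library 35.9 against 87.1. Lingo4, which encodes a neuronal membrane protein and starts 241 bases downstream on the same strand, had 418 UMIs in the WT and 20 in the CNS9KO ILC3s. At this distance its UMIs are not told apart from transcripts that run past the annotated end of Rorc. Tdrkh, of small RNA processing, 14997 bases downstream, was 1.84-fold (1.61 to 2.11) lower. Mrpl9, a mitochondrial ribosomal protein gene 45042 bases downstream, stood at 77.6 and 82.9 CPM. Gm38411 and Gm43401 overlap Rorc on the other strand, and their 83 and 21 WT UMIs cannot be told from those of Rorc with certainty.

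**Figure D2:**
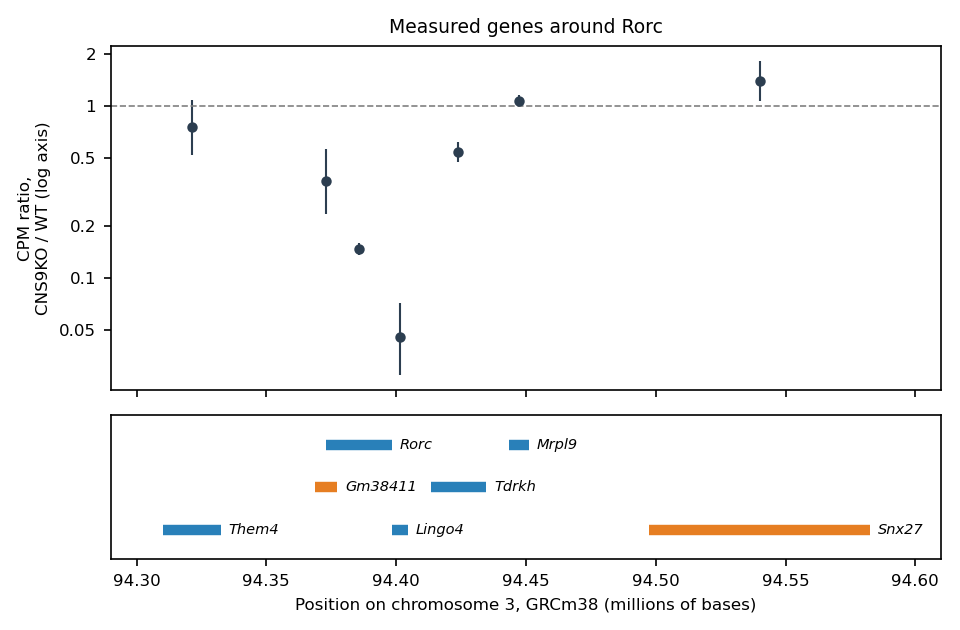
Upper panel, ratio of CPM in CNS9KO to WT ILC3s on a log axis, with exact 95% intervals of counting error. Shown are the genes around Rorc, from Them4 to Snx27, with at least 100 UMIs over both libraries. Lower panel, their positions on chromosome 3 of GRCm38, plus strand in blue and minus strand in orange. The intervals of Rorc, Gm38411, Lingo4 and Tdrkh lie below 1 and that of Snx27 above it.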

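Cd4 stood at 11.8 CPM (10.0 to 13.7) in the WT and 88.8 CPM (84.0 to 93.8) in the CNS9KO ILC3s, 7.54-fold (6.4 to 8.94) higher, and 4.80-fold higher over all quality-filtered cells, T cells included. Between the 2 ILC3 classes, the gap was wider as a fold where WT cells hardly express the gene, though wider in CPM in the CCR6+ ILC3-like cells. In NKp46+ ILC3-like cells, mostly of cluster 1 in the WT and of cluster 0 in the CNS9KO library, Cd4 stood at 1.70 and 68.1 CPM, 40.0-fold (22.2 to 80.7) higher. The WT level there rests on 11 UMIs. In CCR6+ ILC3-like cells it stood at 41.3 and 133 CPM, 3.22-fold (2.66 to 3.93) higher. Lef1 and Satb1, whose products act on the Cd4 gene during T cell development, differed in opposite ways, with 28.0 against 7.61 CPM of Lef1 (a ratio of 0.272, and 0.654 over all quality-filtered cells) and 102 against 221 CPM of Satb1. Of 11 measured regulators of Cd4 in T cells, Cd4 included, 2 were at least 1.5-fold higher and 2 at least 1.5-fold lower.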

CNS9-deficient ILC3s showed increased *Cd4* transcription (**Figure S4B**). 

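In the WT library the H2-Aa-high cluster 4 had less Rorc than the Ltb-high cluster 6, with 375 CPM (346 to 406) against 593 (529 to 664), and in the CNS9KO library 65.7 against 89.6 CPM. Cd4 in the WT library was lower in cluster 4, at 28.8 CPM (21.2 to 38.3) against 64.2 (44.2 to 90.1). In the CNS9KO library it was higher in cluster 4, at 137 CPM (120 to 155) against 89.6 (61.3 to 127). Clustering of the cells without the gate per cell, added after the data were seen, gave the other order of Cd4 in the WT library, with 86.2 CPM (72.7 to 101) in the H2-Aa-high and 51.5 (42.3 to 62.1) in the Ltb-high cluster. In the CNS9KO library the same clusters had 162 and 91.4 CPM of Cd4.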

Of note, cluster 4 had lower *Rorc* but higher *Cd4* expression, compared with cluster 5, in both WT and CNS9-deficient ILC3s (**Figures S4A, B**), suggesting a potential negative regulation of *Cd4* by RORγt in ILC3s. Consistently, CNS9-deficient ILC3s had reduced RORγt protein expression at per cell levels, as examined by flow cytometry, compared with WT ILC3s (**Figure 5A**). Specifically, the subset of CD4^+^NKp46^+^ cells in CNS9-deficient ILC3s showed the lowest RORγt expression (**Figure S4C**), indicating CNS9-directed RORγt expression plays a critical role in restricting induction of CD4^+^NKp46^+^ ILC3s, likely in a dosage-dependent manner.

**Figure 5:**
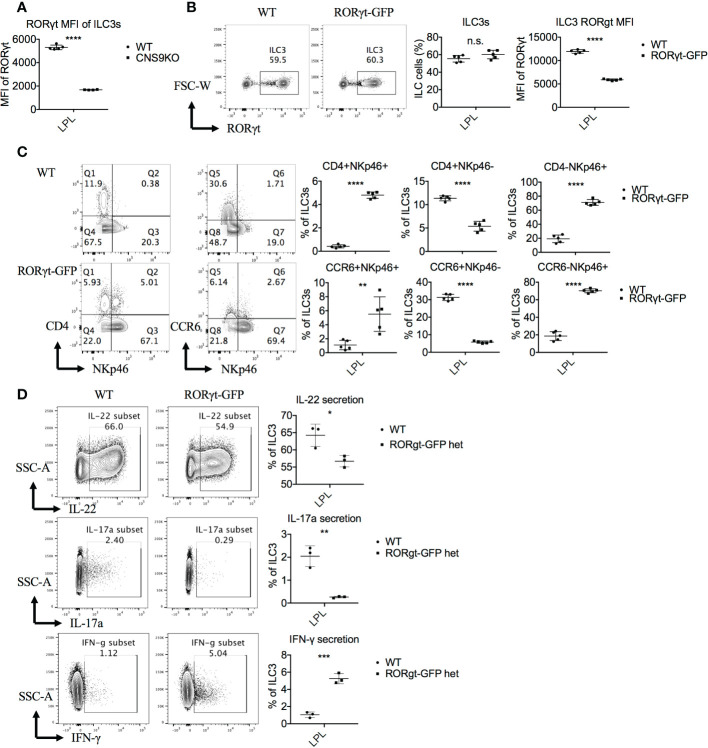
RORγt expression levels regulate the generation of the CD4^+^NKp46^+^ ILC3 subset. ILC3s were isolated from small intestine LPLs of age- and sex-matched WT and CNS9-deficient mice **(A)** or RORγt^GFP^ mice **(B–D)** under steady state. Stimulated *ex vivo* for 4 hours before staining with surface markers, RORγt and cytokines, and then analyzed by flow cytometry. **(A)** MFI of RORγt in WT and CNS9-deficient ILC3s. **(B)** Left: intracellular staining of RORγt (pre-gated on Live CD45^+^ CD3^-^ CD90^+^); right: statistic of the staining data and MFI of RORγt. **(C)** Left: surface staining of CD4, NKp46 and CCR6 of ILC3s; right: statistic of the staining data. **(D)** Left: intracellular staining of IL-22, IL-17A and IFN-γ after stimulation (pre-gated on ILC3s: Live CD45^+^ CD3^-^ CD90^+^ RORγt^+^); right: statistic of the staining data. The data shown are a representative of three independent experiments and presented as mean ± SD. Also see **Figures S4** and **S5**. Statistical significance was calculated using unpaired Student’s t test and shown as *p < 0.05; **p < 0.01; ***p < 0.001, ****p < 0.0001 or n.s. (non-significant) p > 0.05.

To test the above possibility, we examined ILC3s in the heterozygous RORγt^GFP^ mice, in which the *Gfp* gene was inserted into the first exon of *Rorc* and thus disrupted ~50% of RORγt expression at per cell levels (**Figure 5B**). Similar to CNS9-deficient mice, RORγt^GFP^ mice contained a distinct CD4^+^NKp46^+^ ILC3 subset (**Figure 5C**), and showed increased NKp46 and IFN-γ expression in total ILC3s, but a reciprocal decrease of CCR6, IL-22 and IL-17A, though CD4 expression was normal, compared with control WT mice (**Figures 5C, D**).

To further confirm the dosage effect of RORγt protein, *Rorc* was retrovirally overexpressed in CNS9-deficient bone marrow cells (CD45.2^+^) *in vitro*, then transferred into irradiated CD45.1^+^ mice. 7 weeks after reconstitution, the mice were sacrificed and analyzed. Overall, *Rorc* overexpression reduced ~70% of CD4^+^NKp46^+^ ILC3s compared with control empty vector (**Figure 6A**), suggesting that decreased RORγt expression indeed contributes to the generation of CD4^+^NKp46^+^ ILC3s in CNS9-deficient mice. For unknown reasons, control retro-virus infection also promoted overall cellular RORγt expression (**Figure 6B**) and decreased the frequency of CD4^+^NKp46^+^ ILC3s compared with mice under steady state.

**Figure 6:**
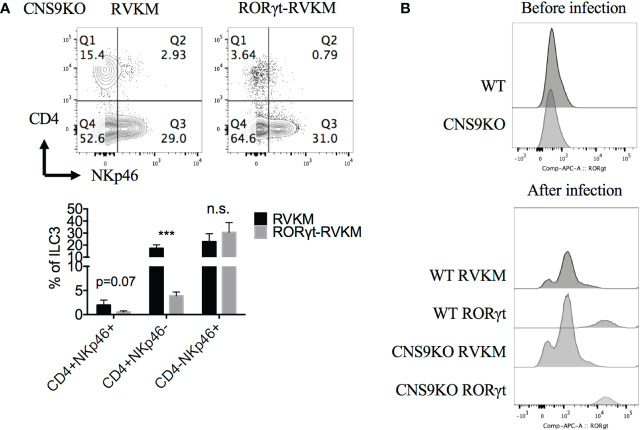
Reduced RORγt expression after CNS9 deficiency are the cause of altered ILC3 subsets. RV-GFP control or RORγt-expressing plasmids were transduced into CNS9-deficient BM cells by retro-virus infection. The infected GFP^+^ cells were sorted and transferred into irradiated CD45.1^+^ mice introveneously. ILC3s from small intestine LPLs were gated as Live CD45^+^ CD3^-^ CD90^+^ RORγt^+^ cells. **(A)** Up: surface staining of CD4, NKp46 in ILC3s; down: statistic of the staining data (n=4 for RVKM group and n=3 for RORγt -RVKM group). **(B)** RORγt protein staining in WT or CNS9-deficient BM cells before (up) and after (down) retro-virus infection (after retro-virus infection, BM cells were pre-gated on live GFP^+^ cells). The flow data shown are a representative of two independent experiments and the statistical analysis was performed by combining two experiments and presented as mean ± SD. Also see **Figure S6**. Statistical significance was calculated using unpaired Student’s t test and shown as ***p < 0.001 or n.s. (non-significant) p > 0.05.

It has been reported previously that T-bet is critical for generation of NKp46^+^ ILC3s *via* inducing IFN-γ and NKp46 expression (8–10). We further confirmed our scRNA-seq data with flow cytometry, and found that CNS9-deficient ILC3s, including ILC3 subsets, had increased T-bet protein expression compared with WT cells (**Figure S5**). Thus, this result suggests the decreased RORγt expression directly promoted T-bet expression, and further resulted in upregulation of IFN-γ and NKp46.

CNS9-deficient ILC3s showed gain of ILC1-like gene expression feature (**Figures 4C** and **S3B, C**), increased T-bet (**Figure S5**) and IFN-γ expression (**Figure 2A**), suggesting that RORγt may regulate the balance between ILC3s and ILC1s, *via* its dosage expression. However, the percentages and cell numbers of ILC1s were only slightly increased, whereas the ratio of ILC3s to ILC1s was not significantly altered in CNS9-deficient mice, compared with WT control mice (**Figure S6**). These suggest that CNS9-directed *Rorc* transcription is not involved in transition between ILC3s and ILC1s, and CD4^+^NKp46^+^ ILC3s represent a transient state fixed by reduced but not abolished RORγt expression in CNS9-deficient mice.

## Discussion

*Cis*-regulatory mechanisms have been extensively investigated in different T helper cell subsets, such as Th1, Th2 and Th17 cells, but remain largely unclear in their corresponding counterparts of innate immune cells. In previous studies, we showed that CNS9 deficiency abolished RORγt expression and Th17 cell differentiation *in vitro* and *in vivo*. However, this study reveals that CNS9 deficiency did not affect the generation of RORγt^+^ ILC3s at both frequencies and numbers, but decreased RORγt expression at per cell level, which not only caused acquiring ILC1-like gene expression feature in ILC3 cells but also led to generation of a specific CD4^+^NKp46^+^ ILC3 subset. These findings thus characterize CNS9 as an essential regulator controlling the development, stability or plasticity of ILC3s, through fine tuning dose expression of RORγt.

As the master transcription factor of ILC3s, RORγt inhibits ILC1/2-related gene expression. The trans-differentiation from ILC3s to ILC1s, requires down-regulation of RORγt and up-regulation of T-bet expression (18). Previous reports showed that T-bet directly instructed IFN-γ and NKp46 expression (8–10). Therefore, the increased T-bet expression, as a result of decreased RORγt expression, could contribute to the induction of CD4^+^NKp46^+^ ILC3s in CNS9-deficient mice. Consistently, decreased RORγt expression in CNS9-deficient ILC3s resulted in decreased IL-22 and IL-17A secretion and increased IFN-γ production (**Figures 2**, **5A**). Moreover CD4^+^NKp46^+^ ILC3s are likely induced by decreased dose of RORγt expression, as evidenced in both CNS9-deficient and RORγt^GFP^ mice (**Figures 5A–C**). This speculation was further confirmed by the findings that the development of CD4^+^NKp46^+^ ILC3s can be largely prevented by RORγt-overexpression in the bone marrow stage (**Figure 6**). Previously, a small population of CD4^+^NKR^-^LTi cells was reported in adult RORγt^fm^ mice (*Rorc*-Cre^Tg^ heterozygous) (7), and also increased population of NKp46^+^ILC3s observed in RORγt^GFP^ mice compared with WT mice (19), which supports our hypothesis that CNS9 regulates ILC3 subsets development or plasticity through modulating RORγt expression levels.

However, in the mixed bone-marrow reconstituted mice, CNS9 deficiency led to about 75% less frequency of CD4^+^NKp46^+^ ILC3s compared with mice under steady state (**Figures 3B**, **1B**), despite this population was also clearly detected. The difference could be caused by different ages of mice analyzed or altered healthy status in the BM-chimeric mice in the course of experiments. Of note, CNS9-deficient mice had less RORγt expression than RORγt^GFP^ mice, but contained noticeably more abundant CD4^+^NKp46^+^ ILC3s (**Figures 5A–C**, **1B**), further confirmed a dosage-sensitive role of RORγt in control of the development of ILC3s.

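Across the libraries, every rebuilt cluster had less Rorc and more Cd4 in CNS9KO than in WT ILC3s. The Cd4 difference was smallest in cluster 6, at 1.40-fold, where the counting intervals of the libraries overlap. Clusters 8 and 9 held only 22 to 37 cells per library. Across the clusters of the CNS9KO library the order was less plain. Cluster 0, with 35.9 CPM of Rorc, had 59.7 CPM of Cd4, whereas cluster 6, with the highest Rorc, had more Cd4, with 89.6 CPM of each gene. Cluster 3, with 53.6 CPM of Rorc, had the most Cd4, 139 CPM (121 to 159). No correlation was computed, since clusters of a single library are not independent samples.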

Interestingly, we noticed an inverse correlation between *Cd4* and RORγt expression levels in CNS9-deficient ILC3s (**Figures S4A, B**). Considering upregulation of CD4^+^ ILC3s was not found in CNS9-deificent BM-chimeric mice (**Figure 3B**), neither in RORγt^GFP^ mice (**Figure 5C**), suggesting additional mechanism(s) is involved in regulating *Cd4* expression in CNS9-deficient ILC3s, possibly independent on relative dosages of RORγt expression.

In Th17 cells, deletion of CNS9 completely abolishes IL-6 induced RORγt expression and RORγt-directed Th17 cell differentiation, and is thus identified as the dominant *cis*-element in the *Rorc* locus in response to IL-6-STAT3 signaling, with a particularly important role in activating the chromatin structures across the *Rorc* gene locus (12). In contrast to Th17 cells, it has been reported that STAT3 deficiency does not affect RORγt expression in the development of ILC3s (20). Accordingly, CNS9-deficienct mice had normal number and frequency of RORγt^+^ ILC3s compared with WT mice (**Figure 1A**). However, CNS9 deficiency reduced the amounts of RORγt protein in individual ILC3 cells (**Figure 5A**) and altered their composition, inducing a population of CD4^+^NKp46^+^ ILC3s that is not present in normal health mice (**Figure 1B**). These findings thus highlight a distinct role of the same *cis*-acting element between adaptive and innate immune cells.

In this study, defective IL-22 production was observed in mature CNS9-deficient ILC3s stimulated with IL-23 only, but not in the presence of IL-12 and IL-15 (**Figures 2A**, **S2A**). It is known that IL-12 and IL-23 share a common subunit p40, and a common receptor subunit IL-12Rβ1, so the difference is possibly caused by competition or compensation between IL-23 and IL-12 signaling in ILC3s. 

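Il12rb2 encodes the receptor chain through which IL-12 activates STAT4. It stood at 12.5 CPM (10.7 to 14.5) in the WT and 145 CPM (139 to 152) in the CNS9KO ILC3s, 11.6-fold (9.93 to 13.7) higher. In NKp46+ ILC3-like cells it stood at 18.4 and 241 CPM and in CCR6+ ILC3-like cells at 7.39 and 31.5 CPM. At 2000 UMIs per cell it was seen in 1.91% (1.46% to 2.46%) of the WT and 19.0% (17.6% to 20.5%) of the CNS9KO cells, unthinned in 3.55% and 31.2%, and in 1.90% of the ILC2s of the CNS9KO library as background, at a median of 4914 UMIs. Stat4 and Jak2, which act downstream of this receptor, were 1.55-fold (1.49 to 1.60) and 1.91-fold (1.76 to 2.07) higher. Of 14 genes of the IL-12, IL-18 and IFN-γ axis, 3 were at least 1.5-fold higher and none lower by that much. The receptor genes for IL-18, Il18r1 and Il18rap, stood at 166 and 172 CPM and at 68.1 and 77.5 CPM.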

Interestingly, our scRNA-seq data showed that the mRNA levels of *Il12rb2* (encoding the unique receptor for IL-12) were ~10 times higher in CNS9-deficient than in WT ILC3s (data not shown). Considering the concentration of IL-12 (25 ng/ml) used was 5 fold of IL-23 (5 ng/ml) in *ex vivo* culture, increased IL-12 signaling strength was expected in CNS9-deficient ILC3s, compared to WT ILC3s, which may confer different phenotypes under different stimulation conditions. Since CNS9 functions in a context-dependent manner, whether it regulates fetal or early stage ILC3 development needs further investigation.

In summary, this study, for the first time, investigated the *cis*-regulatory mechanism in ILC3s *via* a genetic approach. Further discovered a distinct essential role of *cis*-element CNS9 in controlling the development or plasticity of ILC3s, through modulating dosing expression of its master transcription factor RORγt. These findings could be useful for understanding the physiological relevance in response to dynamically changing gut-associated microenvironments.

## Data availability statement

The data presented in the study are deposited in the GEO DataSets, accession number is GSE225928.

## Ethics statement

The animal study was reviewed and approved by Ethics Statement All the animal experiments were performed with the use of protocols approved by the Institutional Animal Care and Use Committee of Tsinghua University.

## Author contributions

DC and CD designed the project. DC and HZ performed the experiments and analyzed the data. JG analyzed the bioinformatics data of scRNA-seq. QX helped with the experiments especially overexpress genes in BM cells. XG constructed single cell library. DC, H Z, XW, and CD prepared the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: A cis-element at the Rorc locus regulates the development of type 3 innate lymphoid cells
**Source:** Front Immunol. 2023 Mar 9;14:1105145. doi: 10.3389/fimmu.2023.1105145
**Supplement:** Supplementary file 1

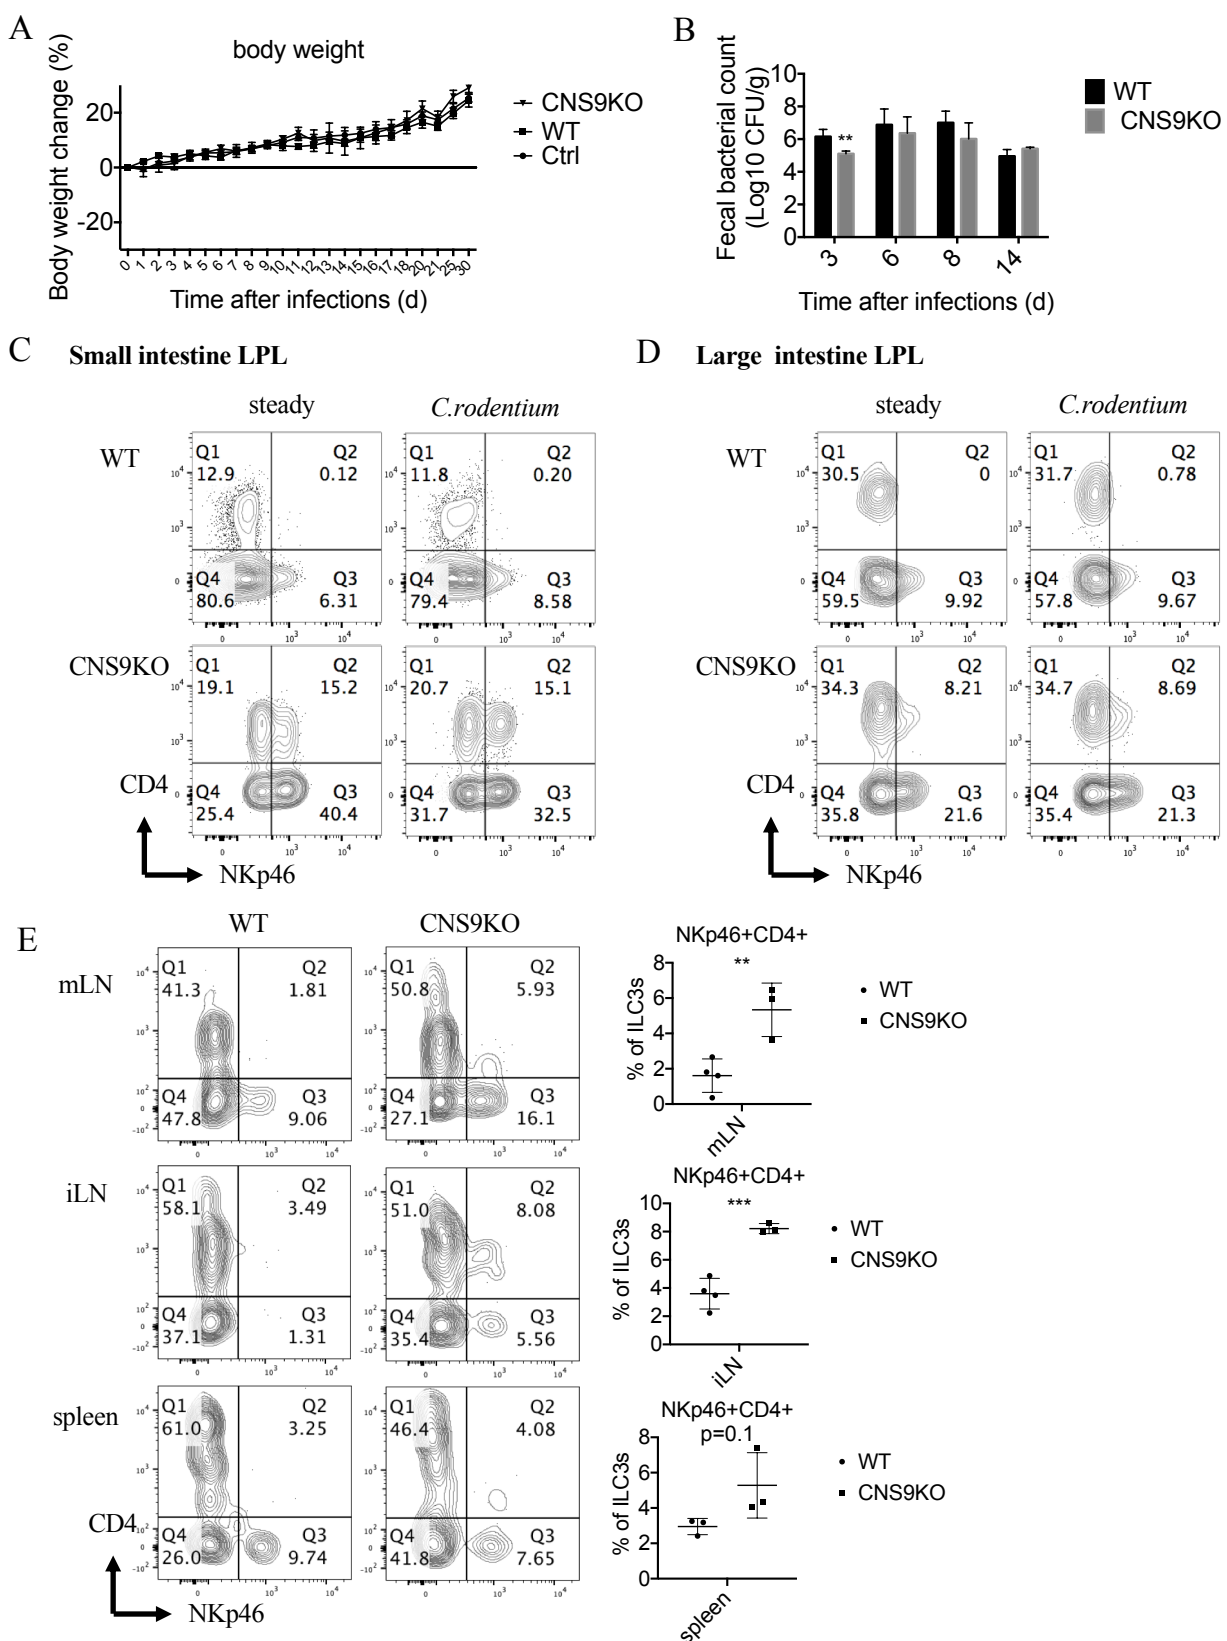

Figure S1. CNS9-deficient mice contained a group of CD4⁺NKp46⁺ ILC3s, related to Figure 1.

(A-D) Age- and sex-matched WT and CNS9-deficient mice were inoculated with 2×10^9 CFU *C. rodentium*.

(A) Body weight was monitored until 30 days post infection, and shown as percentage changes (normalized on day 0 data).

(B) Fecal bacteria loads were detected on day 3, 6, 8 and 14 post infection, and shown as Log10 CFU/gram of feces (n=5 for WT group and n=3 for CNS9KO group).

ILC3s were isolated from small intestine (C) or large intestine (D) LPLs of WT and CNS9-deficient mice under steady state and day 8 post *C. rodentium* infections, and analyzed for surface expression of CD4 and NKp46 by flow cytometry.

(E) ILC3s were isolated from mesenteric lymphoid node, inguinal lymphoid node and spleen, under steady state of age- and sex-matched WT and CNS9-deficient mice, and analyzed for surface expression of CD4 and NKp46 by flow cytometry. Left: surface staining of CD4 and NKp46 of ILC3s; right: statistic of the staining data.

The data shown are a representative of two independent experiments and presented as mean $\pm$ SD.

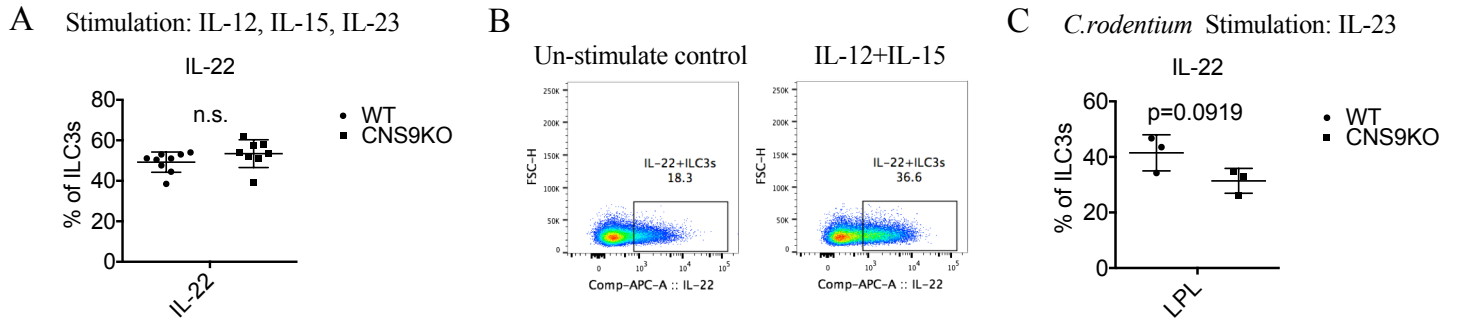

Figure S2. CNS9-deficient ILC3s showed no significant defect of IL-22 production with IL-12&IL-15&IL-23 stimulation, or after *C.rodentium* infection, related to Figure 2.

ILC3s were isolated from the small intestine lamina propria lymphocytes (LPLs) of age- and sex-matched WT and CNS9-deficient mice under steady state. Stimulated *ex vivo* for 4 hours with indicated cytokines before staining with surface markers, ROR γ t and cytokines, and then analyzed by flow cytometry. The ILC3s were gated as Live CD45⁺ CD3⁻ CD90⁺ ROR γ t cells.

(A) Statistics analysis of IL-22 production in ILC3s. The data was performed by combining two independent experiments and presented as mean $\pm$ SD.

(B) Individual flow cytometry plots showed IL-22 production of WT ILC3s.

(C) Age- and sex-matched WT and CNS9-deficient mice were inoculated with 2×10^9 CFU *C.rodentium*. ILC3s were isolated from small intestine LPLs of WT and CNS9-deficient mice on day 8 post *C.rodentium* infection, and stimulated with IL-23 for 4 hours before analyzing IL-22 production. The ILC3s were gated as Live CD45⁺ CD3⁻ CD90⁺ ROR γ t⁺ cells. The data are presented as mean $\pm$ SD.

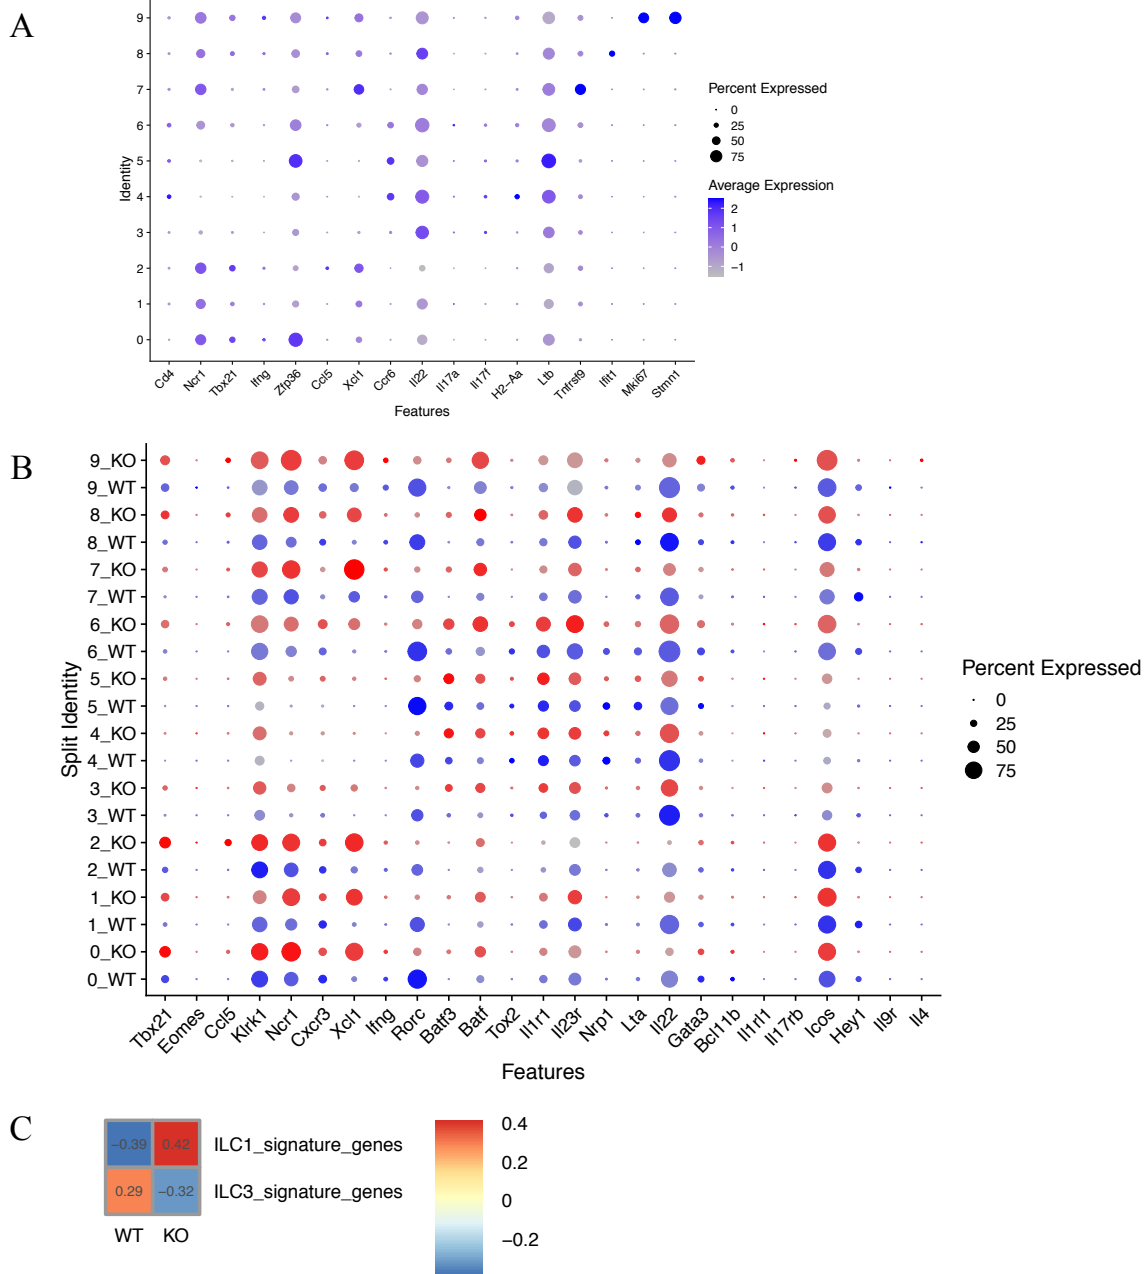

Figure S3. CNS9-deficient ILC3s gained ILC1s signatures, related to Figure 4.

ILC3s were isolated from small intestine LPLs of WT and CNS9-deficient mice by sorting, and processed for single-cell RNA analysis.

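The plot sets the level of marker genes side by side for each cluster, which shows what a cluster is made of before the genotypes are compared. In the rebuilt clusters, Tnfsf11, whose product RANKL is a lymphoid tissue inducer signal, stood at 3172 CPM over both libraries in cluster 3 and at 404 CPM in cluster 0. Nkg7, a gene of cytotoxic granules, stood at 73.1 and 1079 CPM in the same clusters. Egr1, an immediate-early gene, stood at 1065 CPM in cluster 6 and at 122 in cluster 3.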

(A) Expression of selected genes in each cluster.

(B) Expression of the ILC1/3/2s signature genes in each cluster between WT and CNS9-deficient ILC3s.

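Of the signature genes in this panel, Hey1, a target of Notch listed there for ILC2s, differed most, with 76.3 CPM in the WT and 5.52 CPM in the CNS9KO library, 13.8-fold (11.0 to 17.6) lower. Batf3 and Batf, AP-1 family factors listed for ILC3s, were 2.52-fold (2.21 to 2.89) and 1.99-fold (1.86 to 2.14) higher in the CNS9KO ILC3s, and Nrp1 was 2.33-fold (1.93 to 2.82) lower. Bcl11b, a factor of ILC2 and T cell fate, stood at 21.4 and 12.0 CPM, but was 1.19-fold higher in the CNS9KO library over all quality-filtered cells. Il23r, the receptor through which IL-23 drives IL-22, stood at 217 and 206 CPM, and Icos at 437 and 458 CPM. Gata3 stood at 59.2 and 50.8 CPM, and over all quality-filtered cells was 1.254-fold higher in the CNS9KO library. Il9r had no UMI in either library, and Il4 had 2 and 9. Of 9 measured ILC2 genes, 4 were at least 1.5-fold lower and 1 at least 1.5-fold higher.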

(C) ILC1- or ILC3- signature genes (Gury-benari et al., 2016) were analyzed using gene set variation analysis (GSVA), and shown as mean value of total cells.

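A score per cell ranks the genes of each cell and asks where the signature lies among them, so it does not depend on single genes alone. In place of GSVA, the mean rank of the list members among 8820 genes was taken in each cell thinned to 2000 UMIs, on a scale from 0 to 1. For the ILC1 and NK effector list the mean over cells was 0.512 (SD 0.0396 over 3082 cells) in the WT and 0.546 (SD 0.0490 over 2927 cells) in the CNS9KO library, a difference of 0.0338. For the ILC3 list it was 0.641 (SD 0.0440) and 0.621 (SD 0.0461), a difference of −0.0200. Without the genes named by the paper the differences were 0.0206 and −0.00865. Both differences were smaller than the spread over cells, which is no measure of error between mice.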

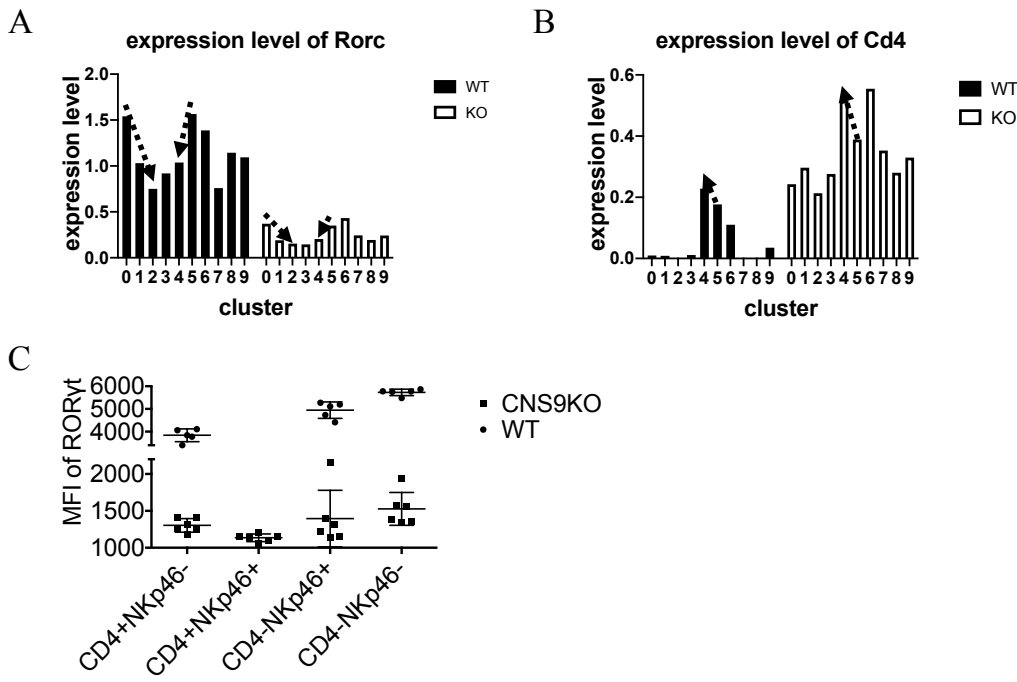

Figure S4. RORγt expression levels in WT and CNS9-deficient ILC3s, related to Figure 5.

(A-B) ILC3s were isolated from small intestine LPLs of WT and CNS9-deficient mice by sorting, and processed for single-cell RNA analysis. 

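Levels per cluster separate a lower level within cells of a kind from a shift between kinds. Among the rebuilt clusters of the WT library, Rorc ranged from 186 CPM in the Tnfrsf9-high cluster 5 to 593 CPM in cluster 6. In the CNS9KO library it lay between 33.8 and 89.6 CPM. Cd4 had no UMI in clusters 0, 5, 8 and 9 of the WT library and 49.5 CPM or more in every cluster of the CNS9KO library.

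**Figure D3:**
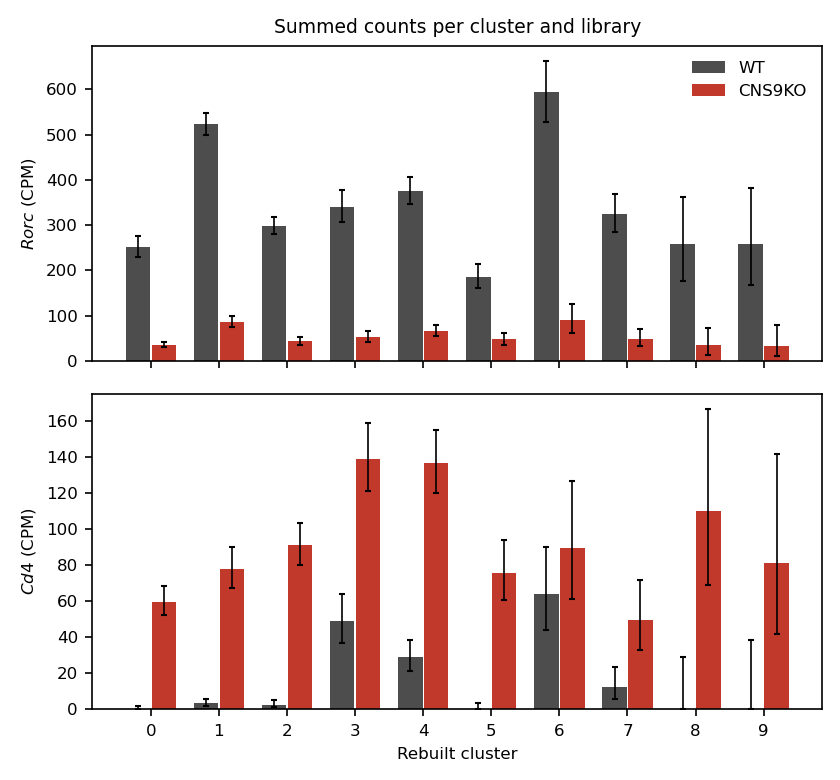
Rorc (upper panel) and Cd4 (lower panel) in CPM per rebuilt cluster, from summed counts of the WT and CNS9KO libraries. Bars are the levels and error bars exact Poisson 95% intervals. The WT bar is the higher one for Rorc and the CNS9KO bar for Cd4 in all 10 clusters, though in cluster 6 the Cd4 intervals overlap.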

RNA expression level of *Rorc* (A) or *Cd4* (B) among each clusters in WT and CNS9-deficient ILC3s.

(C) The LPLs were isolated from small intestines of steady state WT and CNS9-deficient mice, stained and analyzed by flow cytometry for RORγt expression among ILC3 subsets. The data shown are a representative of two independent experiments and presented as mean $\pm$ SD.

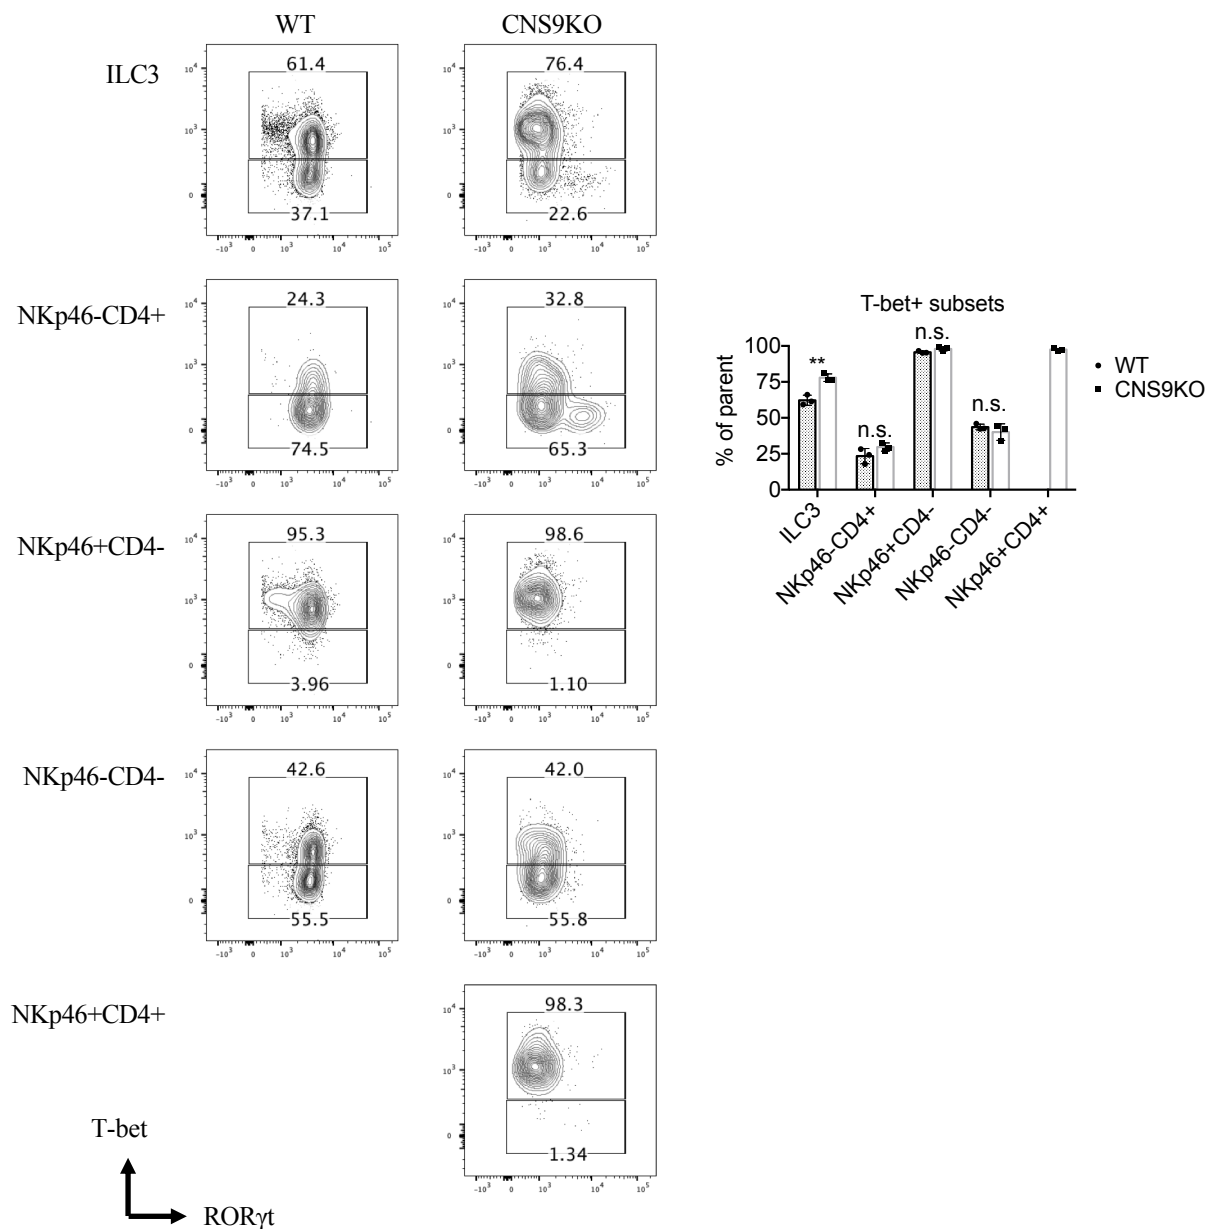

Figure S5. T-bet expression levels in WT and CNS9-deficient ILC3s, related to Figure 5.

The LPLs were isolated from small intestines of steady state WT and CNS9-deficient mice, stained and analyzed by flow cytometry for T-bet and ROR γ t expression among ILC3 subsets. Representative flow plots (left) and statistic analysis (right) of T-bet+ cells in total ILC3s and different subsets. The data shown are presented as mean $\pm$ SD.

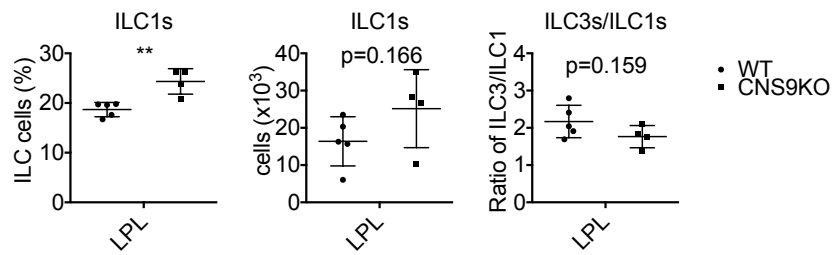

Figure S6. ILC3s didn't transit to ILC1s after CNS9 deficiency, related to Figure 6.

The LPLs were isolated from small intestines of steady state WT and CNS9-deficient mice, stained and analyzed by flow cytometry, in which ILC3s were gated as Live CD45⁺ CD3⁻ CD90⁺ RORγt⁺ cells, and ILC1s were gated as Live CD45⁺ CD3⁻ CD90⁺ RORγt⁻ NKp46⁺ cells. The frequencies and cell numbers of ILC1s, and the ratios of ILC3s *versus* ILC1s in WT and CNS9-deficient mice.

The data shown are a representative of two independent experiments and presented as mean ± SD.

How the deposited data were processed for this re-analysis (not part of the article)

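Single-cell RNA was measured by 10x Genomics in ILC3s sorted from the small intestine of mice, in a single WT and a single CNS9KO library. The deposited values are raw UMI counts per gene and cell, which according to the submitters' processing notes the authors made with Cell Ranger 6.0.1 on the mouse build mm10; the deposited matrices hold whole numbers over 32285 genes and only barcodes called as cells. The WT library held 8425 barcodes with a median of 3590 UMIs, and the CNS9KO library 7455 with a median of 4011.

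Cells were kept with at most 10% mitochondrial UMIs and 300 to 4700 detected genes, following the paper's methods. The gate asked for at least 1 UMI of Ptprc, at least 1 of Thy1 and 0 of Cd3e. The gated cells were clustered, and clusters whose markers named T cells, B or plasma cells, macrophages, dendritic cells, endothelial or epithelial cells, ILC1s or NK cells, or ILC2s were removed. A cluster was named when at least 3 genes of a fixed list were 4-fold higher than in the other clusters and at 10 CPM or more, with a pseudocount of 10 CPM. Clustering used Seurat 5.3.0 in R 4.3.3 with CCA integration of the libraries, 2000 variable genes, 30 principal components and resolution 0.8. Compared genes, 37 in number, were left out of the variable genes. ILC3 classes were named by at least 3 markers at 1.25-fold. Harmony, the integration tool of the paper, and GSVA were not used here.

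Counts of a population were summed per library. Levels in CPM have exact Poisson intervals, ratios exact conditional binomial intervals and shares exact Clopper-Pearson intervals, all at 95%. With a single library per genotype no test between genotypes was made. A ratio needed 10 UMIs or more in at least 1 of the libraries, with a floor of 3 counts. For shares each cell was thinned to 2000 UMIs. A list was summarised by the median log2 ratio of its members with 30 UMIs or more over both libraries, and by its percentile among 10000 random lists matched in 20 expression bins. The lists covered ILC subsets, MHC class II, the IL-12, interferon, NF-κB and Th17 axes, Cd4 regulation, cell cycle, dissociation, the neighbours of Rorc, other cell types, and mitochondrial, sex-linked and housekeeping genes. Genes were named by a rule set before the data were examined: each gene the paper names in its single-cell results, whose values in the figures had been seen, the genes with the widest ratios within lists, and the 12 highest and 12 lowest ratios among genes with 300 UMIs over both libraries and 30 CPM in a library. Chosen after their values were seen were Nkg7, Ctsw, Itga1, Rora, Il7r, Il18r1, Il18rap, Cd74, Tnfsf11, Mrpl9, Gm38411, Gm43401, Ccl4, Gzmb, H2-Oa, Ccr7, Ighm, Cd79b, Them4 and Snx27. Genes given as leading a cluster come from the ranking of that cluster. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9 were used, and edgeR 4.0.16 for TMM factors (1.03 for the WT and 0.974 for the CNS9KO library).

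The alternatives were a mitochondrial limit of 5%, no gate per cell, all quality-filtered cells, removal of other cell types per cell, TMM factors, the mean over cells, an equal mix of clusters, the list mean, lists without the genes named by the paper, thinning to 1000 UMIs or none, at least 2 UMIs per cell, resolutions 0.4 and 1.2, 20 principal components, no integration, and the compared genes kept. Added after the data were seen were removal of the top 6% of doublet scores, removal of the high-UMI cluster, clustering without any gene 1.5-fold apart, and the ungated population for clusters, shares, lists and the Rorc and Cd4 levels per cluster.

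The methods were tested on simulated data with folds of 0.25 to 4 for 200 of 11123 genes. The intervals held the true fold, rescaled to the simulated library totals, for 96% of the genes at 0.25, 100% at 0.5, 88% at 2 and 96% at 4. For the unchanged genes it was 95.8%. The simulated counts had Poisson error only, which the intervals assume, so this says nothing about variation between cells or mice. Of 20 lists of 25 genes at 1.5-fold, 20 lay above the central 95% of random lists, and of 20 unchanged lists 2 lay outside it. Thinning lowered the largest gap in shares made by depth alone from 12.5 to 3.83 percentage points in 600 cells and 12 genes. RNA velocity was not analysed here, since the deposited counts do not separate spliced from unspliced transcripts.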

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

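The test of free Cd4 RNA and the comparison of gains in ILC1-related genes were chosen only after the result was seen. The values in the next 2 paragraphs are of genes that the paper does not discuss, apart from Klrd1, its removal marker, and H2-Aa among the class II genes, and of cells that it removed from its single-cell data.

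Of the genes with the widest ratios by the naming rule, 10 that the paper does not discuss were lower in the CNS9KO ILC3s: Pcp4 by 941-fold (3597 against 4 UMIs, the 4 in 1 cell), Dppa2 by 28.1-fold, Nos2 by 25.8-fold, Nupr1 by 24.9-fold, Lingo4 by 21.9-fold, Lrrn2 by 13.5-fold, Rprm by 12.9-fold, Cxcl3 by 11.9-fold, Hbegf by 8.27-fold and Myof by 6.67-fold. The UMIs of Lingo4 are not told apart from transcripts that run past the annotated end of Rorc. Another 7 were higher: Ccr1 by 41.7-fold, Klrd1 by 29.9-fold, Bend4 by 17.1-fold, Igfbp4 by 14.3-fold, Ccr5 by 13.6-fold, Gpr55 by 9.74-fold and Plac8 by 8.19-fold. Some of these folds moved over 1.5-fold with the processing: over the alternatives they reached down to 248 for Pcp4, 24.5 for Ccr1, 11.0 for Klrd1, 8.33 for Bend4, 3.78 for Igfbp4, 7.96 for Ccr5 and 4.41 for Plac8, and up to 40.4 for Nos2. The median log2 ratio of the MHC class II genes was 0.90, but −0.17 over all quality-filtered cells, and the medians of dendritic cell genes and of B and plasma cell genes were above 0 too, at 0.71 and 0.64.

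Among quality-filtered CNS9KO cells, 1625 were T cells, 349 ILC1s or NK cells and 215 ILC2s, or 22.0%, 4.72% and 2.91%, against 8.14%, 0.395% and 0.574% of the WT cells. These are cells that passed the sort for ILC3s in a single library per genotype, so the shares are not those in the tissue. By flow cytometry the paper found only a slight increase of ILC1s in CNS9-deficient mice, and no significant change in the ratio of ILC3s to ILC1s.

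Immediate-early and heat-shock genes were lower in the CNS9KO library, with a median log2 ratio of −0.40 in ILC3s. An effect of the deletion in ILC3s alone would leave other cells of the same suspensions without the difference, but the medians were −0.34 in T cells, −0.30 in ILC1/NK cells and −0.26 in ILC2s, and the ILC3 median was only −0.056 beyond the lowest of them. Handling of the suspensions may therefore be a cause of this pattern, given the middle value of −0.30. Resampling of the genes gave spreads of −0.79 to −0.09 in ILC3s and −0.93 to −0.20 in T cells, so the medians do not apportion it. Jun, Egr1, Hspa1a and Fos were lower in all of these cell types. Dusp1 stood at −1.03 in ILC3s but at −0.13, −0.18 and 0.065 in T cells, ILC1/NK cells and ILC2s. Zfp36 stood at −0.96 in ILC3s and −1.05 in T cells, but at −0.13 in ILC1/NK cells and 0.12 in ILC2s. The WT library held only 33 ILC1/NK cells and 48 ILC2s, and an effect of CNS9 on these other cells, in which it was deleted too, stays open.

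ILC1-related genes were higher in the CNS9KO ILC3s, in a library with more ILC1, NK and T cells. Free RNA from those cells would reach all ILC3s alike. The 14 higher genes were at the median 4.13-fold higher in NKp46+ than in CCR6+ ILC3-like cells of that library. From gene to gene this ranged from 2.26-fold to 9.27-fold. It decides nothing, because the median was 3.75-fold in the WT library too. As the whole gain, free RNA would add about as much to both classes. But the median gain in CPM from WT to CNS9KO in CCR6+ cells was 0.246 of that in NKp46+ cells. Resampling of the genes gave 0.107 to 0.383. Free RNA as a part of the gain stays open. ILC1s or NK cells left in the population would carry the difference with them, but without the 266 WT and 876 CNS9KO cells holding a UMI of 10 marker genes, the median log2 ratio of the 9 other members was 0.92, against 1.08 with all cells. From these counts alone, a difference between the mice other than CNS9 stays open, since each genotype has 1 library. By flow cytometry the paper found more T-bet and NKp46 protein in CNS9-deficient ILC3s, the latter also in mixed chimeras.

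Cells with both Cd4 and Ncr1 in the CNS9KO library could be doublets of CCR6+ and NKp46+ ILC3s. Such doublets would carry CCR6+ ILC3 markers about midway. But on a scale from Ncr1 alone (0) to Cd4 alone in CCR6+ ILC3-like cells (1), the 145 cells lay at 0.0873 over 13 markers. Resampling of the markers gave 0.0437 to 0.130. Their median UMI count was 5020, against 4491 with Ncr1 alone and 4103 with Cd4 alone. The median doublet scores were 0.0753, 0.0673 and 0.0479, so some doublets among these cells are not ruled out. Free Cd4 RNA would show in other cells of the library, but 0.592% of its ILC1/NK cells had Cd4. From these counts alone, expression of both genes in a cell therefore stays open as a hypothesis. By flow cytometry the paper shows CD4 and NKp46 protein together on CNS9-deficient ILC3s, also in mixed chimeras.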

How the results depend on the processing

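No paired analysis was possible because each genotype has a single library. Chosen after the data were seen were the removal of the top 6% of doublet scores and of the high-UMI cluster, the clustering without any gene 1.5-fold apart, and the ungated population for clusters, shares, lists and cluster levels. Of 1113 alternative ratios of 126 results, 912 lay within the counting interval of the main value and 190 outside it, with 8 of each on the other side of 1 from a main value whose interval included 1, and 11 reversed a direction that the main interval had set apart from 1; 42 results had a move of over 1.5-fold. Of 154 alternative shares 38 lay within and 116 outside. Of 144 list medians 82 lay within, 54 outside, 2 of these on the other side of 0, and 8 in the other direction. Scrublet called 0 doublets, so their removal took out no cell, and without integration nearly all clusters were of 1 library, so their sizes were not compared. For each value below the cause was not tested.

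Over all quality-filtered cells the ratios were 0.110 for Rorc, 4.80 for Cd4 and 0.466 for Il22, and 0.975 for Klrk1, 1.254 for Gata3, 1.19 for Bcl11b, 1.22 for Klrc1, 2.53 for Cd3g, 0.796 for C1qb, 0.595 for Apoe and 0.916 for Kit, these 8 in the other direction. Ifng (1.92), Ifit1 (1.42), Zbtb46 (0.849) and C1qc (0.678) changed side there too, from main intervals that include 1. List medians were 0.91 for ILC1, −0.41 for ILC3, 1.63 for ILC2, −0.17 for MHC class II, 0.055 for Cd4 regulation and 1.31 for T cells, and 3.10% of CNS9KO cells had Cd4 and Ncr1.

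Without the gate per cell, 6971 WT and 4718 CNS9KO cells gave ratios of 0.135 for Rorc, 6.09 for Cd4, 0.596 for Il22 and 16.0 for Il12rb2, and medians of 0.78 for ILC1 and 1.15 for T cells. With an equal mix of clusters the ratios were 0.161 for Rorc, 0.547 for Il22, 9.20 for Il12rb2 and 1.08 for Stmn1; the mix gave 5.66 for Cd4 without the gate, and without integration 0.187 for Rorc and 4.72 for Cd4 from 2.71% of the cells. After removal per cell they were 0.616 for Il22, 0.569 for Ighv7-1 and 1.02 for Il1r1. Il22 had 0.585 with TMM factors, 0.540 by the mean over cells, 0.547 without the top doublet scores and 0.502 without the high-UMI cluster.

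By the mean the lists came to 0.78 for ILC1, −0.44 for ILC3 and 0.021 for Cd4 regulation, and with TMM factors to 0.80 for ILC1. Without the genes named by the paper they came to 0.23 for ILC1, −0.033 for ILC3, 0.53 for CCR6+ and −0.16 for NKp46+ ILC3 genes. Without thinning the scores differed by 0.0432 for ILC1 and −0.0194 for ILC3.

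Cells with Cd4 and Ncr1 made up 0.855% of the WT and 14.1% of the CNS9KO cells without thinning, 0.0635% and 1.68% at 1000 UMIs, and 0 and 0.581% at 2 UMIs or more. Depth thus limits these shares, and genes that reach 10 UMIs in neither library have no ratio.

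Resolution 0.4 gave 6 clusters and resolution 1.2 gave 15. The Il12rb2-led cluster held 46.2% and 55.2% at resolution 0.4, 10.6% and 22.5% at 1.2, 9.43% and 21.4% with the compared genes kept, 17.8% of the WT cells with 20 principal components, 17.9% and 26.4% without any gene 1.5-fold apart, and 11.7% and 21.7% without the gate. The Zfp36-led cluster held 23.0% and 14.1% at 1.2, 14.1% of the CNS9KO cells with the compared genes kept, and 24% and 14.0% without any gene 1.5-fold apart.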

Differences from the paper's values

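The comparison with clusters of the ungated population was chosen after the data were seen.

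The paper gives 6860 WT and 4517 CNS9KO cells after filtering, against 3159 and 2974 here. With a mitochondrial limit of 5%, 3119 and 2965 remained, which also differ, whereas without the gate per cell, an alternative set before the data were examined, 6971 and 4718 remained, within 1.5-fold of the paper's numbers.

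The Ltb-high CCR6+ cluster holds about 9.4% of 6860 WT and about 6.2% of 4517 CNS9KO cells in the paper's Fig. 4B, read by eye, against 5.03% of 3159 and 3.03% of 2974 here. Of the alternatives set before the data were examined, none came within 1.5-fold: resolution 0.4 gave 15.5% and 17.0%, resolution 1.2 gave 5.16% and 3.09%, the compared genes kept 5.57% and 2.69%, and 20 principal components 5.32% and 3.30%. Of those chosen after seeing the values, clustering without any gene 1.5-fold apart gave 14.2% and 17.3%, and the ungated population 9.90% of 6971 and 6.10% of 4718, within 1.5-fold.

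The paper reports more Ifng in CNS9KO ILC3s. The ratio here was 0.985 (0.868 to 1.12). With TMM factors it was 1.04, without the gate per cell 1.30 and over all quality-filtered cells 1.92. Within the NKp46+ ILC3-like cells it was 0.750 (0.639 to 0.880) and within the CCR6+ ILC3-like cells 1.41 (0.810 to 2.48).

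The paper reports more Cd4 in the H2-Aa-high than in the Ltb-high CCR6+ cluster in both genotypes. Here the WT level was 28.8 CPM against 64.2 CPM, the other order, and the CNS9KO level 137 against 89.6 CPM, the paper's order. In the ungated population the WT levels were 86.2 and 51.5 CPM, the paper's order.

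The paper reports that cells with less RORγt have more Cd4 among CNS9KO ILC3s. Across the rebuilt CNS9KO clusters, cluster 0 had 35.9 CPM of Rorc and 59.7 CPM of Cd4, and cluster 6 had 89.6 CPM of both. Between the libraries, all 10 clusters had less Rorc and more Cd4 in the CNS9KO library, though in cluster 6 the Cd4 intervals overlap.

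The paper reports a larger H2-Aa-high CCR6+ cluster in CNS9KO ILC3s. Here it held 7.28% of the WT and 8.44% of the CNS9KO cells, the paper's order, as at resolution 0.4 with 7.25% and 8.34%. The order was the other at resolution 1.2 with 6.77% and 5.92%, with 20 principal components with 6.65% and 6.02% and with the compared genes kept with 7.44% and 6.93%. Without the gate per cell the paper's order was kept, with 5.15% and 5.47% in the closest match by shared cells and 7.46% and 10.3% in another cluster with H2-Aa among its leading genes.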

Other observations

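No explanation is offered here, and no test was run on these values.

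The CCR6+ markers separated the 2 ILC3 classes less in the CNS9KO library: their median ratio between CCR6+ and NKp46+ ILC3-like cells was 12.0 in the WT and 3.92 in the CNS9KO library, with a smaller gap for 10 of 15 genes. For the NKp46+ markers the medians were 3.79 and 3.39, with a smaller gap for 6 of 10.

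Of the highest ratios, 3 belonged to immunoglobulin genes held by few cells: the 1415 UMIs of Igkv1-99 lay in 1 cell, as did 869 of 873 of Ighv7-1 and 236 of 433 of Igkv6-15.

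Median log2 ratios and percentiles of the other lists were −0.54 and 0.09 for ILC2 genes, −0.41 and 0.02 for CCR6+ and 0.50 and 100 for NKp46+ ILC3 genes, 0.18 and 99.6 for the IL-12 axis, 0.11 and 97.6 for type I interferon, −0.21 and 11.8 for the cell cycle, 0.11 and 93.6 for NF-κB, −0.40 and 0 for Th17 and −0.22 and 3.90 for Cd4 regulation. They were −0.13 and 29.6 for the neighbours of Rorc, −0.25 and 0.27 for mitochondrial, 0.17 and 93.7 for sex-linked and 0.07 and 70.3 for housekeeping genes. For genes of other cell types they were −0.53 and 0.745 for T cells, 0.25 and 97.6 for γδ T cells, 0.64 and 100 for B and plasma cells, 0.17 and 83.2 for macrophages, 0.71 and 99.9 for dendritic cells, 2.59 and 100 for epithelium and 1.81 and 100 for other ILC1 and NK genes. Mast cell, endothelial and erythroid lists had 1, 2 and 0 measured genes and no median. Some percentiles depended on the processing: for ILC2 genes the values were −0.11 and 30.1 without the gate per cell and −0.033 and 45.6 with members of at least 1 UMI, and by the mean −0.087 and 41.4 for CCR6+ ILC3 genes, −0.15 and 37.3 for T cells, −0.068 and 55.0 for γδ T cells and −0.63 and 0.59 for the neighbours of Rorc. Without the gate per cell they were 1.15 and 100 for T cells. Without the genes the paper names they were 0.53 and 99.9 for CCR6+ and −0.16 and 27.2 for NKp46+ ILC3 genes and 0.088 and 81.8 for dendritic cell genes. The list of neighbours of Rorc held Rorc itself, at a log2 ratio of −2.76, and Lingo4, at −4.38. Without Rorc the median of that list was −0.12, at percentile 40.0, within the range of the random lists.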
